# The MuvB complex binds and stabilizes nucleosomes downstream of the transcription start site of cell-cycle dependent genes

**DOI:** 10.1038/s41467-022-28094-1

**Published:** 2022-01-26

**Authors:** Anushweta Asthana, Parameshwaran Ramanan, Alexander Hirschi, Keelan Z. Guiley, Tilini U. Wijeratne, Robert Shelansky, Michael J. Doody, Haritha Narasimhan, Hinrich Boeger, Sarvind Tripathi, Gerd A. Müller, Seth M. Rubin

**Keywords:** Structural biology, Transcription, Cell division

## Abstract

The chromatin architecture in promoters is thought to regulate gene expression, but it remains uncertain how most transcription factors (TFs) impact nucleosome position. The MuvB TF complex regulates cell-cycle dependent gene-expression and is critical for differentiation and proliferation during development and cancer. MuvB can both positively and negatively regulate expression, but the structure of MuvB and its biochemical function are poorly understood. Here we determine the overall architecture of MuvB assembly and the crystal structure of a subcomplex critical for MuvB function in gene repression. We find that the MuvB subunits LIN9 and LIN37 function as scaffolding proteins that arrange the other subunits LIN52, LIN54 and RBAP48 for TF, DNA, and histone binding, respectively. Biochemical and structural data demonstrate that MuvB binds nucleosomes through an interface that is distinct from LIN54-DNA consensus site recognition and that MuvB increases nucleosome occupancy in a reconstituted promoter. We find in arrested cells that MuvB primarily associates with a tightly positioned +1 nucleosome near the transcription start site (TSS) of MuvB-regulated genes. These results support a model that MuvB binds and stabilizes nucleosomes just downstream of the TSS on its target promoters to repress gene expression.

## Abstract (web summary)

The MuvB protein complex regulates genes that are differentially expressed through the cell cycle, yet its precise molecular function has remained unclear. Here the authors reveal MuvB associates with the nucleosome adjacent to the transcription start site of cell-cycle genes and that the tight positioning of this nucleosome correlates with MuvB-dependent gene repression.

## Introduction

Chromatin architecture and the position of nucleosomes influence DNA-mediated processes including the transcription of genes^1^. Transcription by RNA polymerase results in significant changes to nucleosome positioning, as the basal transcription machinery must overcome the energetic barriers presented by the placement of nucleosomes along promoters and the gene body^2–4^. RNA polymerase with the aid of elongation factors and histone chaperones can bind and evict octamer proteins or reposition nucleosomes present in the gene body to access the gene for transcription. In addition, chromatin remodelers and histone-modifying enzymes are thought to facilitate or inhibit transcription by arranging or displacing nucleosomes near transcription start sites, by altering the packing of nucleosomes, and by modulating the affinity of histone proteins for the DNA backbone. Less is known about how nucleosomal architecture is influenced by the activity of transcription factors (TFs). While recent evidence shows that pioneer TFs can bind target DNA sites within the nucleosome wrap and recruit remodelers to alter chromatin architecture, other TFs compete with nucleosomes for access to their DNA consensus sequence^5–7^. A thorough molecular description of how many regulatory TFs cooperate and engage with nucleosomes to modulate gene-expression remains elusive.

The MuvB TF complex binds to target gene promoters and regulates a large set of cell-cycle genes. MuvB temporally coordinates the expression of genes necessary for DNA synthesis, centromere construction, mitotic division, and cell-cycle exit^8–10^. In mammals, cell-cycle-dependent gene expression occurs primarily in two waves of transcription, which take place around the G1/S and G2/M transitions and depend on the activity of MuvB and the other TFs E2F, B-MYB, and FOXM1^11–15^. These TFs and their regulators are commonly deregulated in cancer^16–18^.

The MuvB complex, components of which are evolutionarily conserved throughout animals and ciliates, plays a key role in development and differentiation and is an essential regulator of cell-cycle-dependent gene expression programs^9,10,19–23^. During quiescence and in early G1, MuvB binds to the retinoblastoma protein (RB) paralogs p130 or p107 (p130/p107) and E2F4-DP. This complex, known as DREAM, represses S phase genes and late cell-cycle genes^22,24,25^. Upon entry into the cell cycle, cyclin-dependent kinases along with their cyclin partners phosphorylate and release p130/p107 from the MuvB core, disassembling DREAM but keeping the core MuvB intact^22,25–27^. During S phase, the MuvB core binds to the proto-oncoprotein B-MYB and forms the MYB-MuvB (MMB) complex, which in concert with FOXM1 functions as a transcriptional activator of G2/M genes^22,23,28^. While the cellular imbalance of activating and repressive MuvB complexes is associated with several cancers^29,30^, the molecular details of MuvB assembly and function are poorly understood.

The core MuvB complex is composed of the five proteins LIN9, LIN37, LIN52, LIN54, and RBAP48 (or RBBP4). MuvB is localized to its target cell-cycle genes through LIN54, which binds target promoters directly at a consensus DNA sequence^31–33^. The short sequence motif, known as the cell-cycle genes homology region (CHR), is found in close proximity to the transcription start site (TSS) and is often located just downstream of a truncated E2F binding site, known as the cell-cycle-dependent element (CDE)^34^. LIN52 is a transcription factor adapter protein that recruits either B-MYB or p130/p107, depending on cell-cycle phase^35,36^. RBAP48 is a histone binding chaperone protein that is found in several complexes that interact with chromatin, including CAF-1, NuRD, PRC2, and SIN3-HDAC^37–40^. In mammals, RBAP48 has a highly similar (89% sequence identity) paralog named RBAP46 (or RBBP7), which has not been identified in complexes with MuvB components^22^. Both proteins are found in chromatin remodeler complexes, sometimes together. Less is known regarding the structure and biochemical function of LIN9 and LIN37, although a LIN9 sequence near its C-terminus co-folds with LIN52 to create the B-MYB-binding site^35^.

Genetic evidence suggests that MuvB core proteins are essential in regulating cell-cycle-dependent gene expression. In flies and worms, knockout of MuvB components contributes to inappropriate derepression of developmental gene programs^19–21^. In mammals, LIN9 is essential for the expression of G2/M genes; loss of LIN9 causes mitotic defects and is embryonically lethal in mice^41,42^. On the other hand, knockdown of LIN9 in cell culture results in compromised repression of DREAM target genes upon induced cell-cycle exit^22^. Knockout of the MuvB subunit LIN37 results in loss of MuvB-mediated gene repression in G0 and G1, but it does not lead to any observable changes in MYB-MuvB (MMB) mediated gene expression in G2/M^24^. Similarly, RNAi depletion of the *Drosophila* ortholog of RBAP48 specifically results in a derepression of dE2F2 target genes but does not result in defects in proliferation or gene expression^43^. These findings implicate MuvB core subunits in both positively and negatively modulating gene-expression, yet the biochemical mechanism behind their function remains unknown.

Here we investigated how MuvB represses gene expression, with emphasis on characterizing the structure and function of LIN9, LIN37, and RBAP48. We demonstrate that LIN9 and LIN37 together form an essential scaffold that holds together the core complex, and we determined a crystal structure that reveals how they together recruit RBAP48. We show that through RBAP48, MuvB binds directly to nucleosomes, either by interacting with H3 tails or the core particle. Using single-molecule electron microscopy, we found that MuvB increases nucleosome occupancy in a reconstituted cell-cycle gene promoter. These data indicate that MuvB associates with and stabilizes nucleosomes in the absence of other factors. Finally, we implemented a protocol that applies micrococcal nuclease digestion of chromatin and co-precipitation (MNase-ChIP) to study interactions of MuvB with nucleosomes in HCT116 cells. Our results support a model that MuvB binds to nucleosomes near the transcription start sites of target genes and stabilizes nucleosomes to repress cell-cycle-dependent gene expression.

## Results

### LIN9 and LIN37 are together required for assembly of MuvB

Beyond the role of LIN9 in binding B-MYB, the structure and biochemical function of LIN9 and LIN37 have not been previously characterized. Human LIN37 is a 246 amino acid protein that has no homology to any known structures. Sequence analysis suggests the presence of several short, structured regions (1–43, 95–126, 203–246) that are interspersed with sequences that are likely disordered (Fig. 1a). The segment 95–126, which we call the CRAW domain for the presence of a CRAW amino acid sequence, is highly conserved among animal orthologs and is necessary for LIN37 assembly into MuvB and for its activity in gene repression^24^. Human LIN9 contains 542 amino acids, and beyond the presence of a Tudor domain, it also exhibits no homology to known structures (Fig. 1a). The N-terminal ~90 amino acids of LIN9 are poorly conserved and have no predicted structure. The segment from 94 to 278 (previously called the domain in RB-related pathway or DIRP; Pfam 06584) contains the Tudor domain and is conserved between MuvB and the related tMAC complex^44^. The helical segment between 333 and 421 forms the MYB-binding domain (MBD) together with LIN52^35^, while the C-terminus (residues 428–542) also has predicted helical structure.

**Fig. 1:**
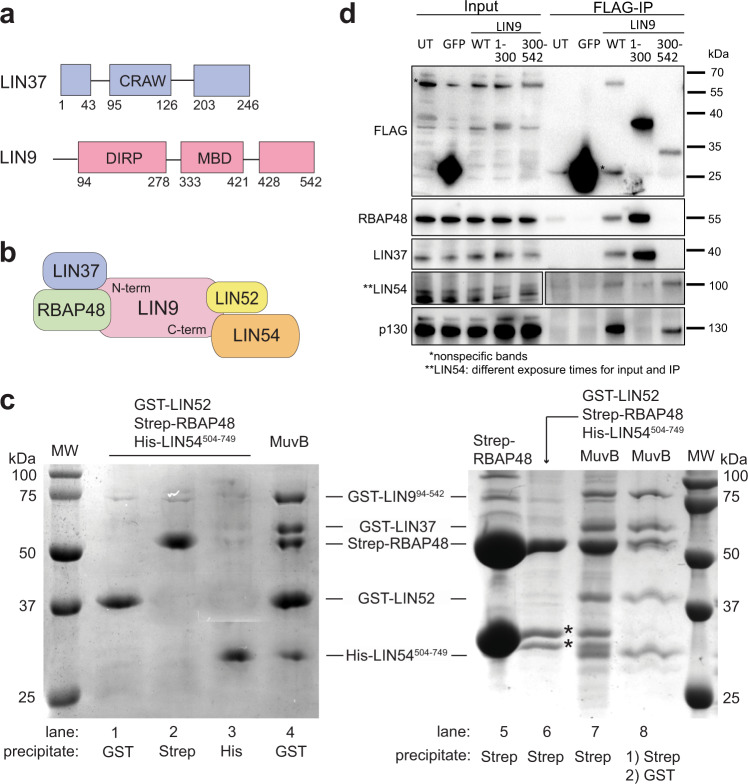
LIN9 and LIN37 scaffold the MuvB complex. **a** Domain architecture of human LIN9 and LIN37, with regions of predicted and validated structure shown as blocks. The conserved LIN37 CRAW domain and LIN9 DIRP domain structures are determined here. MBD is the MYB-binding domain. **b** Schematic model for subunit interactions within MuvB. **c** The indicated tagged subunits or MuvB complex (GST-LIN52, Strep-RBAP48, His-LIN54^504–749^, GST-LIN37, and GST-LIN9^94–542^) were expressed in Sf9 cells and extracts were precipitated with resin capturing the indicated tag. Proteins were visualized with coomassie staining. *Indicates impurities or degradation observed in some RBAP48 expressions. These bands are not pulled out from the tandem purification. The experiment was repeated three times with similar results. **d** HCT116 cells were transfected with plasmids encoding the indicated FLAG-tagged mouse protein. FLAG-tagged proteins were precipitated from extracts using anti-FLAG antibody and visualized with anti-FLAG immunoblotting and immunoblotting with antibodies that recognize RBAP48, LIN37, LIN54, and p130. A biological replicate of the experiment was performed, and results were similar.

Considering previous observations that LIN9 binds directly to multiple core MuvB and MuvB-interacting proteins^23,27,35^ and that LIN9 knockdown results in DREAM complex assembly defects in T98G cells^22^, we hypothesized that LIN9 is a scaffold onto which the other proteins assemble (Fig. 1b). To probe MuvB complex assembly in a reconstituted system, we performed co-precipitation experiments by expressing human proteins with different affinity tags in Sf9 insect cells (Fig. 1c). We expressed full-length RBAP48, LIN52, and LIN37 and the relatively conserved and structured regions of LIN9 (residues 94–542, called LIN9^94–542^) and LIN54 (residues 504–749, LIN54^504–749^). When the three MuvB components RBAP48, LIN52, and LIN54 were co-expressed, we did not see co-precipitation (Fig. 1c, lanes 1–3, 6). In contrast, we were able to reconstitute the MuvB complex when all five components were co-expressed (Fig. 1c, lanes 4 and 7), and we could demonstrate co-elution as a single complex by performing successive precipitations of different affinity tags (Fig. 1c, lane 8). In our baculovirus system, we were unable to express LIN9 in the absence of LIN37, so we could not test whether LIN9 alone is required in our reconstitution. However, it has previously been reported that DREAM and MuvB complexes are able to assemble in the absence of LIN37^19,24,45^. Taken together, these results suggest that the LIN9 subunit of MuvB coordinates RBAP48, LIN52, and LIN54 to assemble the complex.

To further probe how LIN9 interactions with the other MuvB subunits organize the overall architecture of the complex, we expressed Flag-tagged mouse LIN9 constructs in HCT116 cells and analyzed binding by co-immunoprecipitation (Fig. 1d). We observed differences in the interactions made by LIN9^1–300^, which contains the DIRP domain, and the interactions made by LIN9^300–542^, which contains the MYB-binding domain and C-terminus. Only LIN9^300–542^ co-precipitated p130. This observation is consistent with the known direct association of LIN9^MBD^ with LIN52 and the direct association of the LIN52 N-terminus with p130^26,35^. LIN9^300–542^ also associates with LIN54, whereas LIN9^1–300^ does not immunoprecipitate LIN54 above background in our experiment. In contrast, only LIN9^1–300^ co-precipitated RBAP48 and LIN37. We conclude that the LIN9 N-terminus is necessary and sufficient for binding RBAP48 and LIN37, while the C-terminus binds LIN52 and LIN54 (Fig. 1b). We found that co-expression of RBAP48 with the DIRP region of LIN9 (LIN9^94–278^) and the conserved CRAW domain of LIN37 (LIN37^92–130^) in Sf9 cells yielded a MuvB subcomplex that was stable through affinity purification and size-exclusion chromatography (Supplementary Fig. 1). We call this subcomplex MuvBN, as it contains sequences toward the N-termini of LIN9 and LIN37.

### Overall structure of LIN9-LIN37-RBAP48 subcomplex

We were able to crystalize the MuvBN subcomplex, and we determined the structure to 2.55 Å by molecular replacement using the known RBAP48 subunit structure as an initial model (PDB: 3GFC) (Supplementary Table 1)^46^. The crystal structure contained one complex in the asymmetric unit, and we built the LIN9 and LIN37 fragments into the unmodeled electron density. The final refined MuvBN model contains one copy of each protein (Fig. 2). As previously described, RBAP48 has a β-propeller domain fold, consisting of seven small β-sheets, along with a single N-terminal helix^46–48^. The atomic structure of RBAP48 in MuvBN aligns well with other structures of the protein in other complexes with RMSDs ~0.3–0.6 Å (Supplementary Fig. 2). The LIN9^94–278^ sequence is almost entirely visible in the electron density and contains six alpha helices and the Tudor domain. The helices are N-terminal to the Tudor domain and do not appear to form a globular structure. Instead, they wrap around and from extensive contacts with RBAP48, create a binding site for LIN37, and anchor the Tudor domain to the rest of the complex. The LIN37^92–130^ CRAW domain is also nearly all visible in the electron density. This continuous LIN37 sequence forms two small β-strands and a short α helix. Our recombinant LIN9 was unstable without co-expression of this highly conserved fragment of LIN37^92–130^, which interacts with both RBAP48 and LIN9 in the subcomplex.

**Fig. 2:**
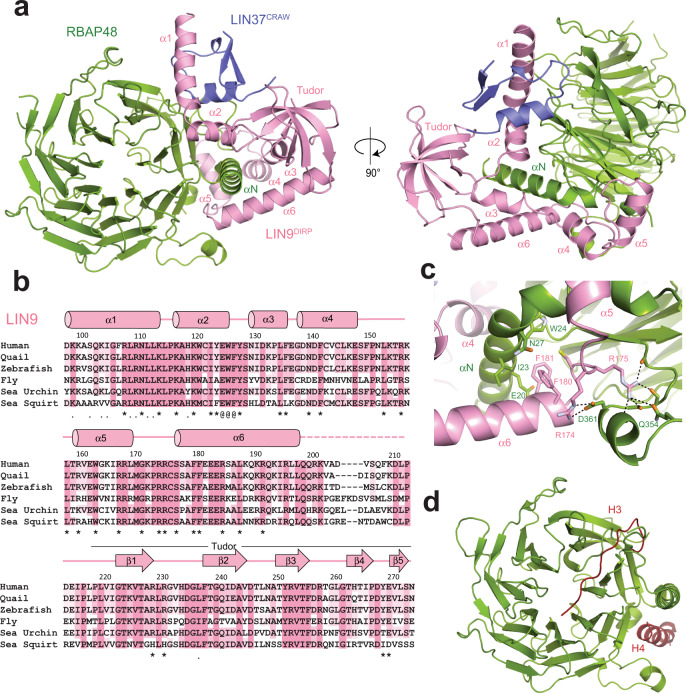
Structure of the MuvBN subcomplex. **a** Overall structural model. **b** Alignment of LIN9 sequences from *H. sapiens*, *C. japonica*, *D. rerio*, *D. melanogaster*, *S. purpuratus*, and *C. intestinalis*. The (*) marks residues that contact RBAP48, the (.) marks residues that contact LIN37, and the (@) marks residues that contact both. **c** Close-up view of one interface between LIN9 and RBAP48. **d** Location of histone H3 and histone H4 peptide binding sites on RBAP48. When bound to LIN9, the H4 sites is blocked while the H3 site is mostly accessible. The model was generated from PDB IDs: 2YBA and 3CFV.

### Structure of the LIN9-RBAP48 interface

LIN9 and RBAP48 associate across a broad interface focused around the N-terminal helix (αN) of RBAP48 and the adjacent side of the β-propeller domain (Fig. 2). All six LIN9 helices contact RBAP48, and five of them (α2-α6) surround and make interactions with the RBAP48 αN helix (Fig. 2a, b). Numerous hydrophobic, polar, and electrostatic contacts are observable between the proteins (Fig. 2b), and we highlight a few specific examples here that are relevant for the mutagenesis experiments described below. For example, a cluster of two arginines (R174 and R175) and two phenylalanines (F180 and F181) in LIN9 anchor α6 and the preceding loop against the RBAP48 αN helix and so-called PP-loop, which is an insertion in the sixth propeller β-sheet (Fig. 2c). The sidechains of R174 and R175 make a series of electrostatic interactions with side chain and main chain atoms in RBAP48 residues Q354, D358, P361, and G362, while F180 and F181 pack against RBAP48 residues I23 and W24.

Structures of RBAP48 and RBAP46 bound with various peptides depict how they are assembled into diverse complexes. A survey of known structures reveals two common peptide binding sites on the β-propeller domains (Fig. 2d and Supplementary Fig. 2). One site is across the face of the β-propeller and is found occupied by histone H3, Fog1, and PHF6. The second site is along the side of the propeller between αN and the PP loop; it is found occupied by histone H4, Mta1, and Suz12. In the MuvBN structure, the H3 site is for the most part accessible, although the α1 and α2 helices of LIN9 pack against the edge of the propeller where the H3 site-binding peptides exit the propeller face. In contrast, the H4 site is bound by the sequence in LIN9 between α5 and α6 and is not accessible in the MuvBN complex. It was recently reported that the proliferating cell nuclear antigen (PCNA)-associated factor (PAF) binds RBAP48 through a sequence in RBAP48 (residues 346–352) that in our structure is near the H4 site but somewhat solvent exposed^30^. It is feasible that PAF could access this extruded part of RBAP48 in the MuvB complex; however, how PAF binding to RBAP48 competes with p130 binding, as suggested^30^, is unclear considering our result that MuvBN components are not required for p130 association (Fig. 1d).

Several structures of RBAP48 in complex with one or more proteins or larger protein fragments have also been previously determined. For example, RBAP48 is present in the polycomb complex PRC2^37,49^. As observed in MuvBN, RBAP48 is bound in these other complexes at multiple sites and on both sides of αN. One striking difference in how LIN9 and LIN37 bind RBAP48 compared to how proteins bind in other complexes is the extensive interactions with a glycine-rich loop in RBAP48 (residues 88–115) (Fig. 3a). This RBAP48 loop, which is an insertion between two strands in the first complete propeller blade, is disordered in almost all the structures with peptides and is partially ordered when binding Mta1 or the polycomb complex protein Suz12 (Supplementary Fig. 2). In contrast, the interactions of the insertion loop with LIN9 and LIN37 are much more extensive, and the entire loop appears ordered in the MuvBN structure. With respect to histone binding, the H4 binding site in RBAP48 is occluded and the H3 site is more accessible in both the PRC2 and MuvBN complexes.

**Fig. 3:**
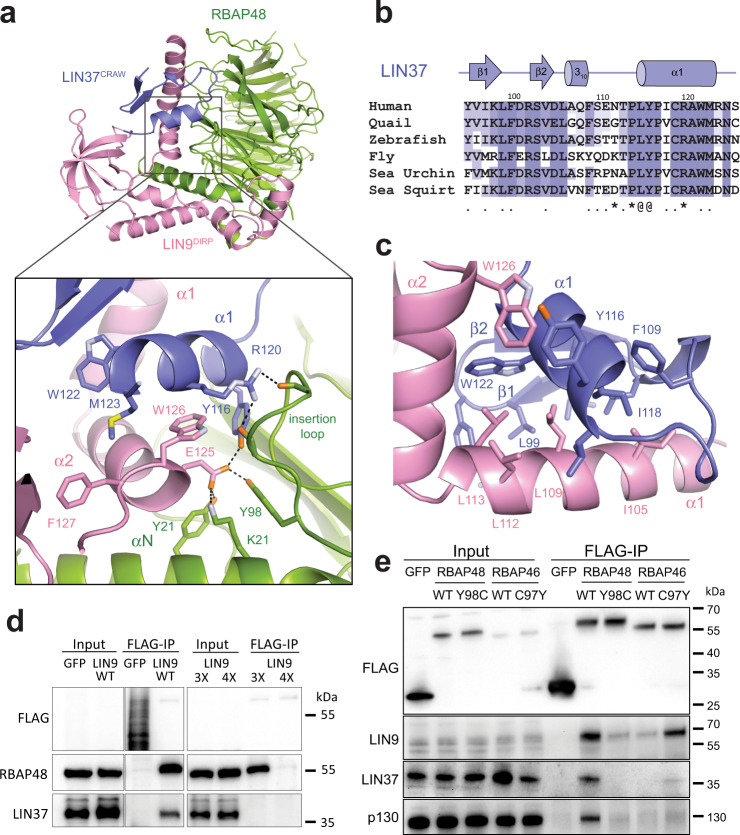
LIN37 CRAW domain binds both LIN9 and RBAP48. **a** Interactions of LIN9 and LIN37 with the RBAP48 insertion loop. **b** Alignment of LIN37 sequences from organisms as in Fig. 2b. Residues that contact LIN9 (.), RBAP48 (*), and both LIN9 and RBAP48 (@) are indicated. **c** Close-up view of the LIN9-LIN37 interface. **d** The indicated FLAG-GFP control and FLAG-LIN9 WT and mutants were expressed by transient transfection in arrested HCT116 cells. Proteins were immunoprecipitated using anti-FLAG beads and the indicated proteins visualized by western blot. The 3x LIN9 mutant is E125A/W126A/F127A and the 4x LIN9 mutant is R174A/R175A/F180A/F181A. **e** Same as (**d**) but expressing the indicated RBAP46 and RBAP48 WT and mutant proteins. These immunoprecipitation experiments were performed each with a biological replicate, and results were similar.

### The LIN9 Tudor domain has a non-canonical aromatic cage

LIN9 additionally contains a conserved Tudor domain that is visible in the subcomplex (residues 223–273). Tudor domains are protein interaction modules that are found in many chromatin-binding proteins. In several cases, they recognize methylated lysines and arginines and function as readers of modified histones^50–52^. The Tudor structure is defined by five anti-parallel β-strands that fold into a barrel. Target peptides are bound by an aromatic cage at one end of the barrel. The cage typically surrounds the modified basic side chain and makes stabilizing π-cation interactions. We aligned the LIN9 Tudor domain with structures of the PHF1 (PDB: 2M0O, RMSD 1.0 Å) and the SMN (PDB: 4A4E, RMSD 0.9 Å) Tudor domains in complex with their target peptides (Supplementary Fig. 3)^50,52^. The alignments suggest that the LIN9 cage contains fewer aromatics and is relatively inaccessible, as it makes an interaction with a loop that adjoins β3 and β4 at L261 (Supplementary Fig. 3). We note that we have not been able to detect binding of the LIN9 Tudor domain to several unmodified and modified histone peptides or modified lysine and arginine at high concentrations. While we do not rule out the possibility that the LIN9 Tudor domain binds histones or other proteins, we conclude that the structural features of the cage that mediate the interactions of other Tudor domains are not obviously present in LIN9.

### LIN37 structure and interface with LIN9 and RBAP48

Previous functional domain mapping studies demonstrated that two highly conserved sequences in LIN37 were critical for LIN37 binding to other DREAM components and for DREAM repression of cell-cycle genes^24^. These sequences in LIN37 correspond with the CRAW domain of LIN37 that appears structured in our crystals of MuvBN, and they play a critical role in interacting with LIN9 and RBAP48. This observation firmly implicates the MuvBN subcomplex as the structural subunit of DREAM responsible for gene repression.

The small structured LIN37 CRAW domain is bound between LIN9 α1 and α2 (Fig. 3a–c). The two LIN9 helices form a V-shape that straddles one face of the LIN37 structure. Sidechains along one hydrophobic face of the LIN9 α1 helix (I104, L108, L111, and L112) are inserted into a groove formed by hydrophobic residues from all the LIN37 secondary structure elements (I97, L99, F100, V104, L106, F109, L115, I118, and W122). The LIN9 α2 helix binds the opposite face of the LIN37 helix from the LIN9 α1 helix with LIN9 W125 packing against the LIN37 backbone and interacting with LIN37 Y116. The LIN37 helix forms the primary interface between LIN37 and RBAP48 (Fig. 3a). Y116 and R120, both of which are highly conserved among LIN37 orthologs, make several interactions with the glycine-rich insertion loop in RBAP48. The nearby LIN9 α2 helix also contributes to this interface such that E124 from LIN9, Y116 from LIN37, and Y98 from RBAP48 all interact through a network of hydrogen bonds.

We tested the importance of several interface contacts observed in the structure on assembly of MuvB in HCT116 cells (Fig. 3d). We expressed either FLAG-tagged WT LIN9 or two FLAG-tagged LIN9 mutants and performed anti-FLAG immunoprecipitation to assay association with other MuvB proteins. A triple mutant (E125A/W126A/F127A) that contains mutations in the LIN9 α1 helix (LIN9^3X^) failed to co-precipitate LIN37, whereas a quadruple mutant (R174A/R175A/F180A/F181A, LIN9^4X^) with mutations in LIN9 α6 and the preceding linker (Fig. 2c) failed to co-precipitate both LIN37 and RBAP48. It is notable that LIN37 was lost in the LIN9^4X^ co-precipitation even though the mutated residues are not directly at the LIN37 interface. These results indicate that despite the extensive interface, RBAP48 association with LIN9 can be disrupted through a few key mutations. The results of the LIN9^4x^ mutant experiment also suggest that LIN37 association with LIN9 is likely stabilized by the presence of RBAP48 in the complex.

Analysis of the interactions at the LIN9-LIN37-RBAP48 interface reveals the structural mechanism for the specificity of RBAP48 in the MuvB complex. Previous analysis of MuvB components using mass spectrometry did not identify the presence of the RBAP48 paralog RBAP46^22^. In our co-immunoprecipitation experiments, we also did not observe association of RBAP46 with components of the complex (Fig. 3e). The two human homologs are 89% identical, but notably, RBAP46 contains a cysteine at position Y98 in RBAP48. In the MuvBN structure, Y98 is in the RBAP48 insertion loop and is involved in a network of hydrogen bonds at the interface with both LIN9 and LIN37 (Fig. 3a). We found that while Flag-tagged wild-type mouse RBAP48 could co-precipitate MuvB components in HCT116 cells extracts, mouse RBAP48 with an RBAP46-mimicking Y98C mutation does not co-precipitate MuvB components (Fig. 3e). Conversely, a mouse RBAP48-mimicking C97Y mutation in mouse RBAP46 results in some additional affinity, although we note that the association still appears weaker than with WT RBAP48. We conclude that the MuvB complex has specificity for RBAP48 and that this specificity arises through this unique insertion loop association with LIN9 and LIN37.

### MuvB binds histone H3 tails and reconstituted nucleosomes lacking a CHR site

The MuvB complex contains two domains that have potential histone binding properties: the Tudor domain of LIN9 and the β-propeller domain of RBAP48. We wanted to test whether these domains, within the context of MuvB, are able to engage with histone peptides and nucleosomes. We first tested whether our recombinant purified MuvB complexes bind histone peptides that are known to form complexes with RBAP48. We tested binding of both MuvB (Fig. 4a) and the MuvBN subcomplex (Supplementary Fig. 4a) to fluorescein-labeled H3 (1–21) and H4 (21–41) peptides by fluorescence polarization. We found that MuvB and MuvBN bound the H3 tail but that they did not bind the H4 peptide. This observation is consistent with the MuvBN structure, which shows that the H3 site in RBAP48 is accessible while the H4 site is occluded by LIN9 (Fig. 2d). Using the fluorescence polarization assay, we found that MuvBN binds H3 peptide with similar but slightly weaker affinity as the full MuvB complex, suggesting that the MuvBN complex is sufficient to make the most significant contacts with the H3 peptide (Supplementary Fig. 4a). Isothermal titration calorimetry measurements also demonstrate binding of MuvBN to H3 but not H4 tails and suggest that H3 binding is mediated through RBAP48 as previously described (Supplementary Fig. 4b)^47,48^.

**Fig. 4:**
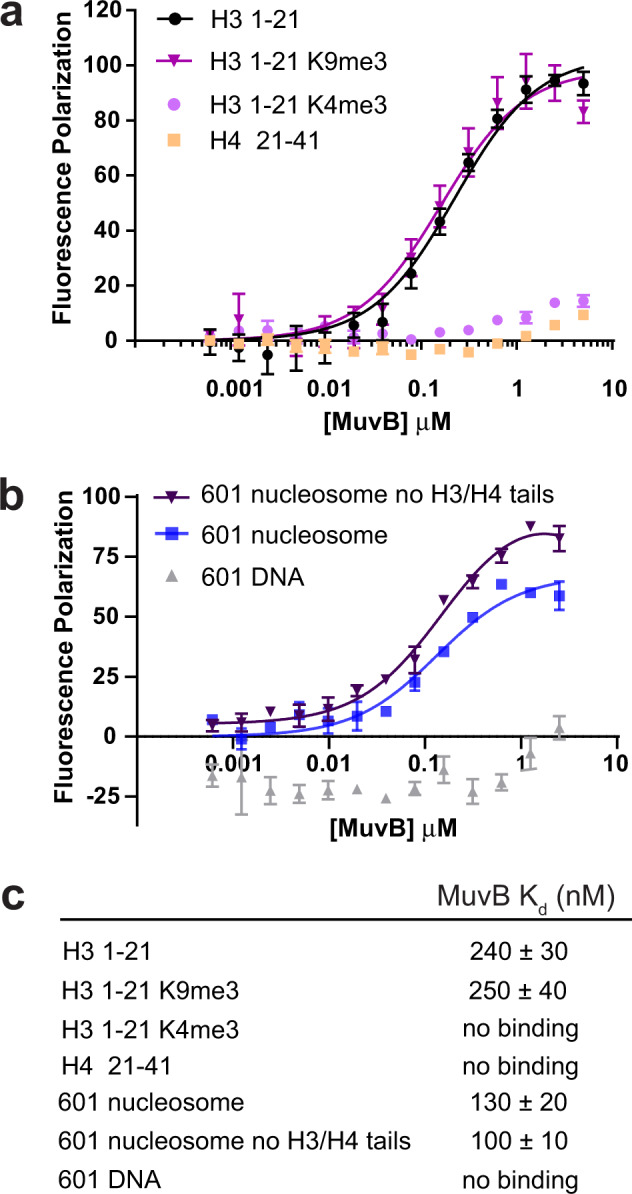
MuvB binds to histone peptides and nucleosomes. Fluorescence polarization (FP) measurements of association between recombinant MuvB and dye-labeled histone peptides (**a**) or nucleosomes (**b**). The data are shown as mean values from three replicates with the standard deviation (SD) as error bars. Data are fit assuming a single binding constant. **c** Tabulated affinities and error estimates from global fitting of all data across three replicates. Source FP data are provided as Source data.

To probe whether posttranslational modifications on H3 tails influence MuvB binding, we tested two H3 marks that are associated with active transcription (H3K4me) or transcriptionally silent heterochromatin (H3K9me3). We found that MuvBbound H3 tails when methylated at K9 but failed to bind with H3 tails when methylated at K4 (Fig. 4a). This result is consistent with available structural data demonstrating that K4 methylation inhibits H3 tail binding to RBAP48^47^. We note that our observations contrast with experiments performed with purified *Drosophila* dREAM complex, which bound non-acetylated H4 peptides^20^. However, the Drosophila complex contains additional histone-interacting proteins (L3MBT and an HDAC ortholog) not present in the mammalian complex.

We then asked whether MuvB could bind reconstituted nucleosomes and whether nucleosome binding was conferred by H3 tails alone. We reconstituted nucleosomes with full-length histones and the Widom 601 strong positioning sequence containing a fluorescein label. MuvB bound to these nucleosomes with slightly greater affinity than to the tails (Fig. 4b, c). The 601 DNA sequence lacks a CHR sequence, and we found that MuvB did not bind fluorescein-labeled free 601 DNA, indicating that nucleosome association occurs independently of DNA consensus motif binding. In the FP assay, we found that MuvB binds to the nucleosomes lacking histone H3 and H4 N-terminal tails (H3:39–136; H4:19–103) with a similar affinity compared to nucleosomes with tails (Fig. 4b). This observation is consistent with a known association of RBAP48 with tailless histone H3–H4 dimers, although we detect here association in the context of a reconstituted nucleosome^53^. Our data indicate that MuvB can bind nucleosomes through the H3 tails but that H3-tail binding is not necessary for MuvB-nucleosome association. To rule out any potential binding of the LIN9 Tudor domain, we reconstituted a mutant MuvB complex harboring LIN9 Tudor aromatic cage mutations (L230A/F238A/F256A/H264A) and found this mutant engages with Widom nucleosomes similar to the wild-type complex in the FP assay (Supplementary Fig. 4c). This result suggests that the LIN9 aromatic cage is not necessary for binding nucleosomes. Considering these results together, we propose that MuvB engages with H3 tails and/or the folded octamer to bind nucleosomes and that this association is primarily mediated by the MuvBN subcomplex including RBAP48.

### MuvB binds and stabilizes nucleosome occupancy on a reconstituted and chromatinized cell-cycle gene promoter

We previously analyzed late cell-cycle genes in available ENCODE data sets and found that DREAM target gene promoters show a higher nucleosome density within the few hundred bases downstream from the transcription start site relative to genes that lack a CHR site and relative to constitutively expressed genes^31^. Following our observation here that MuvB binds nucleosomes in the absence of additional factors, we tested whether MuvB directly increases nucleosome occupancy on cell-cycle gene promoters. We cloned and amplified a minimal promoter from the human *TTK* gene, which is a late cell-cycle gene regulated by MuvB^54^. We folded a purified TTK-derived 461 bp DNA fragment with recombinant histone octamer in the presence and absence of MuvB. This promoter DNA fragment contains a single CHR located 187 bp from the 5′ end (Fig. 5a and Supplementary Fig. 5a). An electromobility shift assay demonstrated that MuvB was able to associate with the chromatinized promoter (Fig. 5a).

**Fig. 5:**
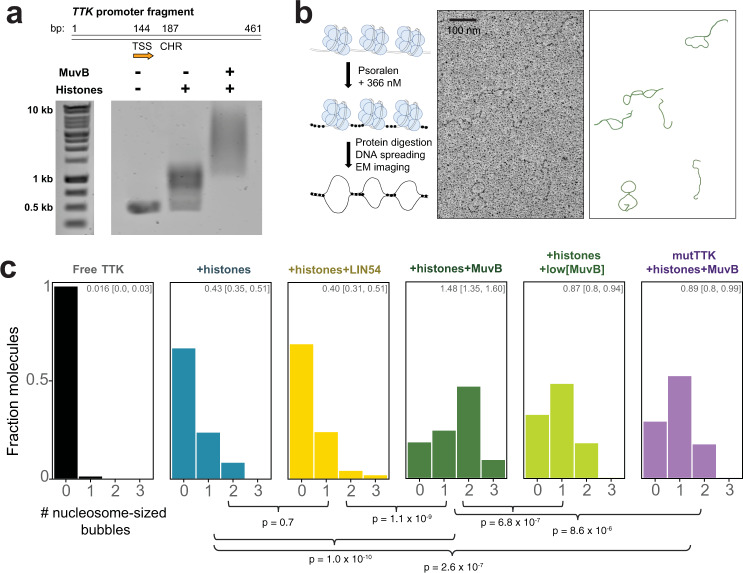
MuvB stabilizes nucleosomes on a reconstituted cell-cycle gene promoter. **a** Reconstitution of the TTK promoter with nucleosomes and MuvB. At top is a schematic of the promoter fragment used in these experiments with the transcription start site (TSS) and CHR site indicated. The indicated proteins were refolded with a 461 bp fragment of DNA and the samples were analyzed by an agarose gel with ethidium bromide staining. The assay was replicated twice with similar results. **b** Schematic representation of the protocol for cross-linking and imaging (left) and example electron microscopy micrograph (middle) with corresponding traced molecules (right). **c** Histograms showing the fraction of DNA molecules containing the indicated number of nucleosome-sized bubbles for a sample of 100+ analyzed DNA molecules. The MuvB concentration used in the reaction was 1.3 μM, whereas low[MuvB] corresponds to 0.15 μM. The number at the top of the box indicates the average number of nucleosome-sized bubbles per DNA molecule with 95% confidence interval in brackets. These statistics were computed using bootstrapping with 10,000 iterations of resampling. Histograms were fit to a Poisson distribution and conditions were compared using an exact-Poisson test. *p*-values for comparisons of average number of bubbles (*λ* of Poisson distribution) across conditions are reported below the histogram.

We then cross-linked our chromatinized samples and several control samples with trimethylpsoralen, digested protein, and performed metal-shadowing electron microscopy to assess nucleosome occupancy along the DNA molecules across our conditions (Fig. 5b, c)^55,56^. In these experiments, the presence of nucleosomes is inferred from the appearance of nucleosome-sized bubbles in the micrograph (Supplementary Fig. 5b). As expected, we observed nucleosomes in the samples folded with histone octamers prior to cross-linking but not in the sample that only contained free TTK DNA. When MuvB is present in the reconstitution reaction, we observe more molecules containing nucleosomes and an increase in the average number of nucleosomes per molecule (Fig. 5c). Furthermore, the distribution of inferred nucleosomes titrated with MuvB concentration. When a lower concentration of MuvB was present, we observed fewer nucleosomes per molecule relative to the high-concentration condition. We conclude that MuvB stabilizes nucleosomes in the synthetic TTK promoter, as MuvB increased nucleosome occupancy in the equilibrium established by the reconstitution reaction. We did not observe a significant change in the nucleosome distribution with the inclusion of LIN54^504–709^ alone, suggesting that binding of the CHR by the LIN54 DBD is not sufficient to increase nucleosome occupancy. When we mutated the CHR site in the TTK promoter, we observed a significant decrease in the average nucleosomes per molecule (Fig. 5c), which is consistent with weaker MuvB binding to the mutated CHR site in the DNA (Supplementary Fig. 5c). However, this average is still greater than the average in the absence of MuvB. We propose that MuvB binds and stabilizes nucleosome occupancy in the DNA even when LIN54 is not bound to the CHR site (i.e., in *trans* association with nucleosomes) but that simultaneous engagement of both the CHR and nucleosome (i.e., in *cis* association) results in increased stability. A histone chaperone-like activity has been reported for RBAP48 in other chromatin-bound complexes, and RBAP48 binds histone octamer intermediates^38,53^. Because our experiment probes the equilibrium established by the reconstitution reaction beginning with a folded octamer, we cannot rule out a role for MuvB in facilitating the assembly of nucleosome intermediates (Supplementary Fig. 5b). However, we favor the interpretation that, by binding the CHR and the nucleosome (Fig. 4b), MuvB stabilizes fully assembled nucleosomes in the promoter.

### MuvB associates with the +1 nucleosome in cell-cycle gene promoters

We next used an MNase-ChIP approach to detect MuvB association with nucleosomes in cells (Fig. 6a)^57,58^. Chromatin preparations from HCT116 cells expressing Strep-tagged LIN9 were cross-linked and MNase digested. 

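Enriched peaks were analysed for 8 libraries, each a Strep-Tactin precipitation from HCT116 cells, a human colon cancer line with intact p53. Of these, 6 came from cells that expressed Strep-LIN9 and were arrested for 48 h with 10 µM Nutlin-3a, which stabilizes p53: 3 from wild-type cells and 3 from HCT116-LIN37-/- cells. In each genotype, replicates 1 and 3 are biological replicates digested with 5 U of MNase, and replicate 2 is a technical replicate of replicate 1 digested with 1 U, which leaves 2 biological replicates per genotype. The other libraries were 1 from arrested cells expressing Strep-LIN9 4x and 1 from cycling cells expressing Strep-LIN9, neither with a replicate here. The authors aligned read pairs to hg38 with bwa-mem 0.7.17, filtered them with samtools 1.5 and called broad peaks with MACS2 2.2.7.1 at a broad cutoff of 0.1. Peaks were called per library, with a mock precipitation from cells transfected with empty vector as the control. Which mock precipitation served for the Strep-LIN9 4x list is not given in the sources used here. On chromosomes 1 to 22, X and Y the peak lists hold 910, 1011 and 4163 peaks for wild-type replicates 1, 2 and 3, 652, 1818 and 230924 for HCT116-LIN37-/- replicates 1, 2 and 3, 795 for Strep-LIN9 4x and 47 for cycling cells. The peaks of HCT116-LIN37-/- replicate 3 cover 195 Mb, against 0.415 Mb in wild-type replicate 1. Peak lists give no read totals, so depth was compared only indirectly. Among peaks of 4- to 6-fold enrichment, the median −log10 p ranged from 5.56 in wild-type replicate 3 to 6.78 in wild-type replicate 2, with 5.62 for Strep-LIN9 4x and 5.96 for cycling cells. Such a median cannot lie below the smallest −log10 p listed, which was 5.23 in cycling cells and 3.97 in wild-type replicate 3. Among the authors' top peaks in this range of enrichment, the median pileup of fragments was 6.285 in cycling cells and 9.74 with Strep-LIN9 4x. It was 14.1 and 8.74 in wild-type replicates 2 and 3. The fold enrichment of a peak is the authors' own value and was used to describe, rank and filter peaks within a list, and ranks across lists of different length show no change. A gene of the study's list of DREAM genes, of which 1682 could be used, was counted when a peak with >4.7-fold enrichment overlapped the 1000 bp on either side of its TSS by at least 1 bp. Neighboring genes can share a peak, so genes and peaks are not independent replicates.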

Samples were precipitated with Strep-Tactin, and after cross-links were reversed and protein was digested, DNA fragments were purified, ligated with barcoded adapters, and sequenced. In contrast to traditional ChIP experiments that identify transcription factor binding motifs, we aimed to purify nucleosomal-DNA fragments that associate with our transcription factor^57^. To enrich for these longer fragments (>100 bp), we ligated adapters after a SPRI-bead DNA purification. Compiled DNA sequences were aligned to the human genome, and we used MACS2 to locate enriched peaks corresponding to LIN9-interacting sequences.

**Fig. 6:**
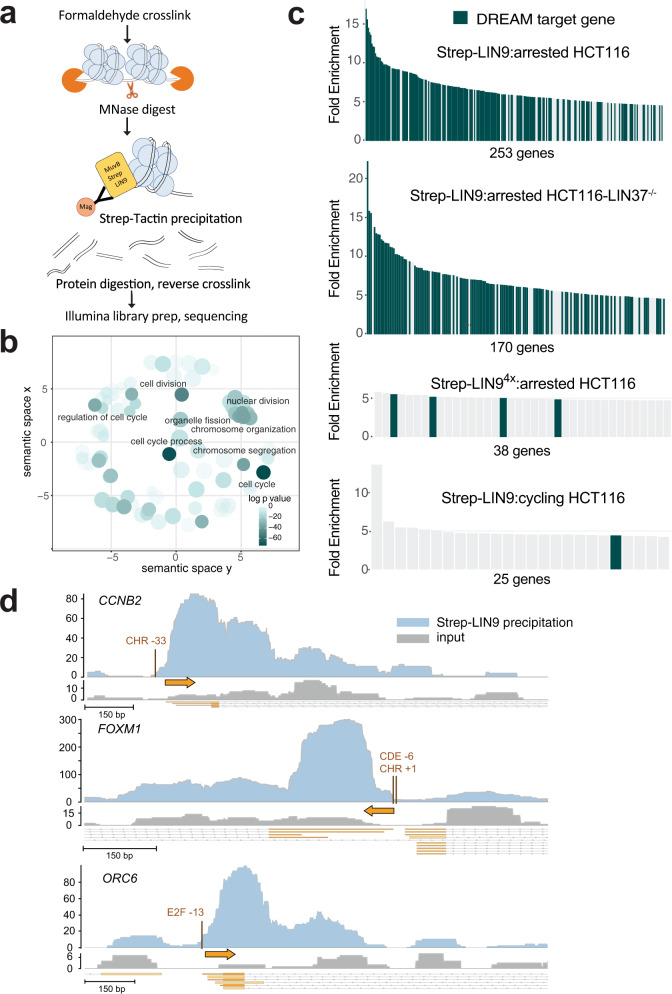
MuvB associates with nucleosomes in DREAM-regulated gene promoters in arrested HCT116 cells. **a** Diagram of the MNase-ChIP experiment designed to enrich nucleosome-sized DNA fragments that interact with MuvB complexes. **b** Gene ontology (GO) analysis of the enriched DNA sequences following MNase digestion and precipitation from arrested cell extracts. Gene groups with *p*-values < 1 × 10^−30^ are labeled. A complete list of GO terms is provided as Source data. **c** Top enriched genes with DNA sequences that co-precipitated with Strep-LIN9. Experiments were performed using WT or LIN37^−/−^ HCT116 cells, WT LIN9 or LIN9^4x^, and in arrested or cycling cells. The number of genes with an enrichment >4.7-fold are indicated for each experiment. The list of enriched genes can be found on the NCBI GEO database (accession GSE189435). The annotated list of DREAM genes used as a cross-reference is provided as Source data. **d** Genome browser tracks corresponding to the *CCNB2*, *FOXM1*, and *ORC6* promoters. The number of DNA sequence reads is plotted for the input (gray) and Strep-LIN9 precipitated DNA samples. These data correspond to one replicate performed in arrested HCT116 cells. Data for other replicates and experiments are shown in Supplementary Fig. 6. The transcription start site (TSS) in each gene (base of orange arrow) along with the position of the DREAM-binding DNA motif relative to the TSS are indicated.

We first analyzed precipitated DNA sequences from HCT116 cells that were treated with Nutlin-3a, which induces DREAM-mediated repression of both S phase and M phase genes through the p53 pathway (Supplementary Fig. 6)^45,59^. 

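In wild-type replicate 1, peaks with >4.7-fold enrichment reached the TSS regions of 262 protein-coding genes, and 80.2% of these peaks lay at the TSS of a protein-coding gene. Several E2F genes were among them. E2F2, which encodes an activator of S phase genes, had an 8.11-fold peak on chromosome 1 from 23530546 to 23531319. E2F8, which encodes a repressor of E2F targets, had a 7.14-fold peak on chromosome 11 from 19241103 to 19241618. E2F1, which encodes an activator of S phase entry, had a 6.18-fold peak on chromosome 20 from 33685872 to 33686403. In replicate 2, E2F2 (6.34-fold) and E2F8 (7.74-fold) were again above the threshold and E2F1 (4.55-fold) was below it. In replicate 3, E2F2 was at 5.58-fold, E2F8 at 4.40-fold and E2F1 without a peak. E2F3, an activator like E2F1, was above the threshold only in replicate 2 (5.62-fold) among the wild-type libraries. MYBL2, which encodes B-MYB, was at 4.15-fold in replicate 1 and 3.99-fold in replicate 2 and had no peak in replicate 3.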

By comparing Strep-LIN9-precipitated samples to control samples in which cells were transfected with empty vector, we identified 253 genes with MACS peaks having >4.7-fold enrichment in sequencing reads. Gene ontology analysis of this data set reveals enrichment in genes related to cell cycle, mitotic division, and response to DNA damage (Fig. 6b). 

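In wild-type replicate 1, peaks lay at 17 of 26 genes of mitotic kinases, cyclins and the anaphase-promoting complex (65.4%), such as MASTL, a kinase that restrains the phosphatase PP2A in mitosis, and at 23 of 38 genes of the spindle and cytokinesis (60.5%), such as ANLN, an actin-binding protein of the cleavage furrow. They lay at 15 of 28 genes of chromosome structure (53.6%), such as NCAPD3, a condensin subunit, and at 23 of 44 listed names of the kinetochore and centromere (52.3%), which are 21 of 40 genes with older and current symbols merged, such as SKA3, which couples kinetochores to microtubules. Of the genes of DNA repair 44.7% were enriched, and of those of DNA replication 35.4%, such as TIMELESS, a component of the replication fork. By Fisher's exact test (two-sided) against the other genes of the DREAM list, with Benjamini-Hochberg adjustment over 10 lists, these gave adjusted p = 1.6e-09, 3.5e-11, 6.2e-07, 1.1e-09, 2.1e-06 and 7.7e-05, in that order. The lists were not tested against each other, and their order differs between libraries, with repair (63.2%) above chromosome structure (60.7%) in replicate 2. In replicate 3, replication (a difference of 0.130 percentage points) and repair (4.50 percentage points) did not pass this test. The genes of MuvB, E2F, MYB and FOXM1 (4 of 13), the histone genes (5 of 48, 10.4%), the p53-activated genes (1 of 4) and the housekeeping genes (0 of 3) did not pass the test in replicate 1, with adjusted p = 0.109, 0.919, 0.533 and 1 by the same exact test. Histone genes (17 of 48, 35.4% against 19.8%) and the MuvB, E2F, MYB and FOXM1 genes (6 of 13) did pass in replicate 2, with adjusted p = 0.0229 and 0.0387 (exact test). Of these 6, 1 is LIN9 itself (4.97-fold), the gene whose mouse ORF was transfected. Its peak begins 1 base from an exon boundary, so it may not show binding, and the list was not tested without it. Neighboring histone genes share peaks, so their count holds the same peak more than once. By the phase in which the study's list places them, 88 of 264 G2/M genes were enriched (33.3%) against 7.39% of the other annotated genes, an odds ratio of 6.26 (adjusted p = 2.7e-24, exact test, 4 phases). For G1/S genes the share was 19.5% of 210 against 11.4%, an odds ratio of 1.89 (adjusted p = 0.00276, exact test), and this difference did not pass the test in replicate 2 (4.47 percentage points) or replicate 3 (1.32 percentage points). Genes with only a CHR element were enriched at 33.3% of 198, an odds ratio of 5.08 (adjusted p = 1e-16, exact test), and genes with only an E2F element at 10.9% of 239, an odds ratio of 0.809 (adjusted p = 0.39, exact test). In replicate 3, genes with only an E2F element were enriched less often than the others, 2.51% against 6.84% (adjusted p = 0.00986, exact test). The others in these tests include the genes with a CHR. Genes with neither element were enriched at 6.17%, 8.92% and 2.76% in replicates 1, 2 and 3. Genes with only an E2F element were at 10.9%, 15.9% and 2.51%, and these 2 classes were not tested against each other.

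**Figure D1:**
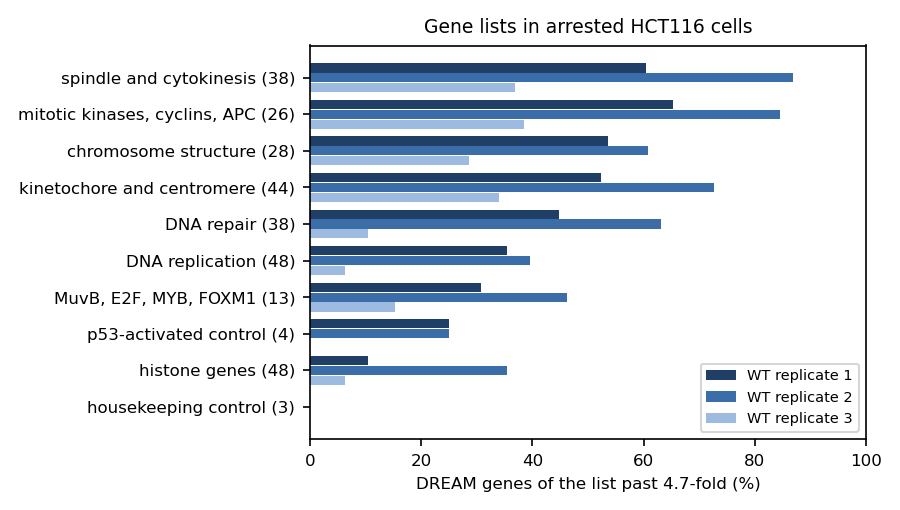
Share of the DREAM genes in each list, in percent, that had a peak with >4.7-fold enrichment, for the 3 wild-type libraries, with the number of listed names in parentheses. In replicate 1 the mitotic lists lie between 52.3% and 65.4%, and the housekeeping list is at 0 in each library.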

We found that 177 (70%) of the 253 most enriched genes have previously been identified as DREAM-regulated genes based on LIN9 and E2F4/p130 ChIP, RNA expression, and promoter analysis^15,22,34,45^ (Fig. 6c). Moreover, these DREAM genes tended to show higher enrichment than the other identified genes among the top hits. 

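The paper assigned peaks by intersecting them with known genes, so its count of 177 follows another rule. At 218 DREAM genes by the TSS rule used here (184 when each peak counts for 1 gene), wild-type replicate 1 had a peak above the threshold. These peaks included that of CCNA2, which encodes the cyclin of S phase and mitotic entry, at 8.02-fold, and that of NEK2, a centrosome kinase, at 8.68-fold. Of the 262 peaks with >4.7-fold enrichment in replicate 1, 184 overlapped a DREAM TSS region, 70.2% (95% Wilson interval 64.4 to 75.4%), against 20.8% of the 648 peaks below the threshold. The odds ratio was 8.96 (Fisher's exact test, two-sided, p = 1.7e-44). In replicate 2 the share was 71.3% of 394 peaks (66.7 to 75.6%), at 340 DREAM genes, with an odds ratio of 9.23 (exact test, p = 2.1e-57). In replicate 3 it was 32.7% of 266 peaks (27.4 to 38.6%), at 103 DREAM genes, against 1.82% of the peaks below the threshold, an odds ratio of 26.2 (exact test, p = 1.6e-66). Over the 20007 protein-coding genes of GENCODE release 44, 192 of the 262 enriched in replicate 1 (73.3%) are on the DREAM list, which holds 1647 of them, an odds ratio of 34.5 (exact test, p = 4.2e-151). Among peaks with a q-value under 0.001, the gap between the shares above and below the threshold was 22.6 percentage points in replicate 1 (exact test, p = 0.0033) and 51.1 in replicate 3, and in replicate 3 it was 7.86 at a threshold of 4.0-fold and 67.6 at 6.0-fold. The intervals cover counting error within a library only.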

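LMNB1, which encodes lamin B1 of the nuclear lamina, had the highest enrichment of the DREAM genes above the threshold in each wild-type library when ranked in replicate 1, 16.97-fold on chromosome 5 from 126776750 to 126778017. It was followed by the histone H3 gene H3C15 (15.6-fold), the condensin gene NCAPH (14.5-fold) and RRM2, which encodes the small subunit of ribonucleotide reductase (13.9-fold). The highest peak outside the DREAM TSS regions was 18.0-fold on chromosome 14 from 105491315 to 105491736, in an exon of the RNA gene ENSG00000257341. In replicate 1, the median enrichment was 6.43-fold for the 184 peaks at DREAM genes and 5.34-fold for the other 78 peaks (permutation test, two-sided, p = 0.00014). The medians were 6.74- and 5.57-fold in replicate 2 (permutation test, p = 3e-05) and 6.06- and 5.01-fold in replicate 3 (permutation test, p = 1e-05, the smallest that the permutations can give). Among peaks above 6.0-fold alone, the difference of the medians was 0.106-fold in replicate 1, 0.529-fold in replicate 2 and 0.556-fold in replicate 3 and did not pass the test (permutation p = 0.838, 0.121 and 0.414).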

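SPC25, which encodes a subunit of the NDC80 complex that binds spindle microtubules, was enriched 12.1-fold in wild-type replicate 1, 12.1-fold in replicate 2 and 6.02-fold in replicate 3. KIF18B, a kinesin that shortens astral microtubules, was at 11.2-, 15.8- and 8.19-fold, and DNA2, a nuclease and helicase of DNA end processing, at 12.5-, 16.1- and 6.80-fold. CHEK2, a kinase of the DNA damage response, was at 8.90-fold in replicate 1 and 9.27-fold in replicate 2 and had no peak in replicate 3. Replicates 1 and 2 shared 193 DREAM genes above the threshold, where independent lists of these sizes would share 44.1 of the 1682 genes (Fisher's exact test, one-sided, p = 2.4e-128). Of the DREAM genes of replicate 3, 97 were also found in replicate 1 (13.3 for independent lists, exact test, p = 1.1e-87) and 98 in replicate 2 (20.8, exact test, p = 1.1e-66). In total 94 DREAM genes were above the threshold in each of the 3 libraries, and 22 were in replicate 1 alone. Part of the excess over independent lists may come from mock precipitations shared as controls.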

We performed two additional replicate experiments, one technical replicate with a different MNase concentration for the digestion and one biological replicate, and we found that the enrichment of many DREAM genes was reproducible (Supplementary Fig. 6b). We performed an analogous experiment in which we expressed Strep-LIN9^4X^. The LIN9^4x^ mutant does not associate with LIN37 and RBAP48 but still associates with CHR consensus sites (Figs. 3d, 6c, and Supplementary Fig. 6a, c). Considering the same 4.7-fold threshold, this data set contained fewer genes overall and only four DREAM genes containing enriched sequences (Fig. 6c). 

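TTK, which encodes the mitotic checkpoint kinase MPS1, was the DREAM gene with a peak above the threshold at its TSS in the Strep-LIN9 4x library, at 28.0-fold on chromosome 6 from 80004083 to 80005282, and it is a peak that the authors' own list marks as an artifact. LMNB1, NCAPH, RRM2 and KIF18B, of the nuclear lamina, condensin, nucleotide synthesis and the spindle, had no peak at any enrichment in this library. Peaks below the threshold lay at CEP152, a centriole scaffold (4.12-fold), FLAD1, an enzyme of FAD synthesis (3.89-fold), and the divergent pair GOLT1B, a Golgi transport protein, and RECQL, a DNA helicase (4.02-fold), which were picked out after their values were seen. Of 70 peaks above the threshold, 1 overlapped a DREAM TSS region, 1.43% (95% Wilson interval 0.253 to 7.66%), against 0.414% of the 725 peaks below it (Fisher's exact test, two-sided, p = 0.309). Set against wild-type replicate 1, the DREAM share was 68.8 percentage points lower, an odds ratio of 163 (exact test, p = 1.7e-28), and set against replicate 3 it was 31.3 percentage points lower, an odds ratio of 33.5 (exact test, p = 1.3e-09), with 8.27 percentage points at a threshold of 4.0-fold and 50.3 at 6.0-fold. With 1 Strep-LIN9 4x library, whose mock control was not matched to a sample here, these tests compare libraries and not conditions.

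**Figure D2:**
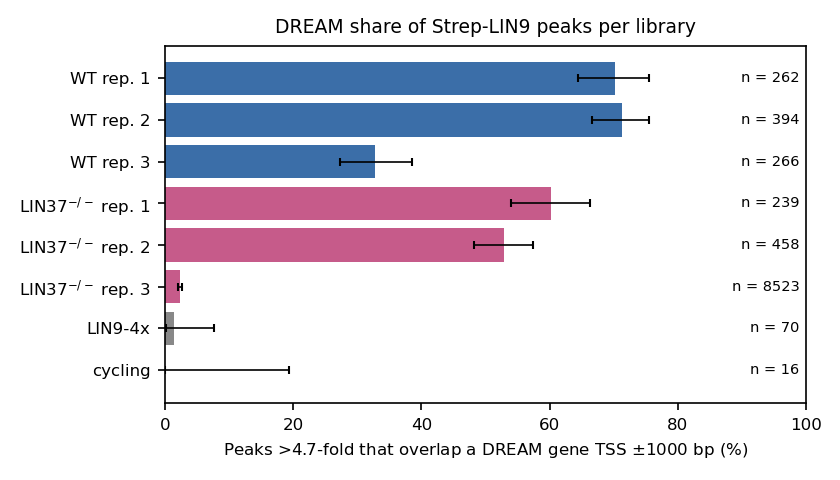
Percent of the peaks with >4.7-fold enrichment in each library that overlap the TSS region of a DREAM gene, with 95% Wilson intervals as bars and the number of peaks at the right. The shares of Strep-LIN9 4x (1.43%) and of cycling cells (0%) lie below those of the wild-type libraries.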

We also performed an experiment precipitating Strep-LIN9 from extracts of cycling HCT116 cells and found enrichment of fewer genes compared to arrested cells (Fig. 6c). 

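No DREAM gene was above the threshold in the library from cycling cells, and none had a peak at any enrichment in its TSS region. The strongest peaks lay in exons of the human LIN9 gene (the transfected construct carries the LIN9 ORF of the mouse), at 13.7-fold on chromosome 1 from 226277775 to 226277934 and at 6.23-fold from 226232504 to 226233448, and both are marked as artifacts by the authors. Of the 16 peaks with >4.7-fold enrichment, 0% overlapped a DREAM TSS region (95% Wilson interval up to 19.4%). The share was lower than that of wild-type replicate 1 (Fisher's exact test, two-sided, p = 1.2e-08) and of replicate 3 (exact test, p = 0.00374), although at a threshold of 4.0-fold the difference from replicate 3 was 8.99 percentage points and did not pass the test (exact test, p = 0.0717). The short list of this library limits what it can show, and 1 cycling library was compared with each arrested library.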

We conclude that our experimental protocol successfully enriches LIN9-bound DNA sequences at expected cell-cycle genes in arrested HCT116 cells and that enrichment depends on intact MuvBN.

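Across the wild-type libraries from arrested cells, 367 of the DREAM genes were above the threshold in at least 1 library. AEN, a p53-induced nuclease on the DREAM list, was among them at 6.61-fold in replicate 1, while GAPDH, HPRT1 and TUBB, the housekeeping genes on the DREAM list, were not. Genes above the threshold in replicate 1 had a median DREAM binding score of 9 in the study's list, against 4 for the other annotated genes. Among the peaks with >4.7-fold enrichment outside the DREAM TSS regions, 51.3% in replicate 1, 49.6% in replicate 2 and 4.47% in replicate 3 lay at the TSS of another protein-coding gene. The paper concludes that the protocol enriches LIN9-bound DNA at cell-cycle genes in arrested cells and that this depends on an intact MuvBN.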

Inspection of the WT LIN9-precipitated sequence reads aligned to the human genome reveals enrichment of DNA corresponding to nucleosome-sized fragments (~150 base pairs) near the transcription start site and E2F or CHR consensus sites in the DREAM-regulated genes (Fig. 6d and Supplementary Fig. 6d). For example, in the *CCNB2* promoter, which contains a canonical CHR DREAM-binding site, the strongest enriched peak is located just downstream of the closely spaced TSS and CHR site. This nucleosome corresponds to the +1 nucleosome, which has been previously identified as being well-positioned in repressed genes^60–63^. 

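In wild-type replicate 1 the peak at CCNB2, which encodes cyclin B2 of the mitotic kinase CDK1, reached 10.7-fold on chromosome 15 from 59105123 to 59105668. The study's list places the TSS at 59105084, and the CHR element TTTGAA lies 33 to 38 bases downstream of it, from 59105117 to 59105122, so the peak begins at the base after the CHR and its midpoint lies 311.5 bases downstream of the TSS. The reference sequence from 59105104 to 59105163 reads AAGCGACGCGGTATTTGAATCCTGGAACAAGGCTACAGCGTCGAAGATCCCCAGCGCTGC. The first annotated CCNB2 transcript begins 42 bases downstream of the listed TSS, at 59105126. In replicate 2 the CCNB2 peak was 10.2-fold from 59105079 to 59105855, and in replicate 3 it was 9.59-fold from 59105096 to 59105500, and both cover the CHR. A broad peak of this width can hold several nucleosomes, so its edges do not give the position of a single one.

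**Figure D3:**
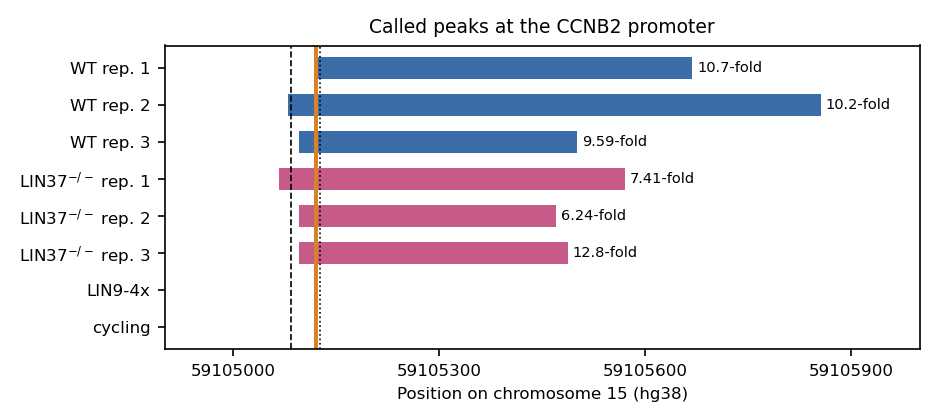
Called peaks at the CCNB2 promoter on chromosome 15 (hg38 position in bases) in each library, drawn as bars with their fold enrichment; the dashed line is the listed TSS, the orange band the CHR and the dotted line the first annotated transcript start. Peaks appear in the 6 libraries of arrested cells with Strep-LIN9, and the peak of wild-type replicate 1 starts at 59105123.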

We observed secondary sites of enrichment, which correspond to nucleosomes (e.g., +2 and +3 nucleosomes) further downstream of the TSS. The enrichment decreases with increasing distance from the CHR site. 

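FOXM1 encodes a transcription factor of G2/M genes and is transcribed from the minus strand of chromosome 12. Its CHR lies 1 to 6 bases downstream of the TSS and its E2F element 7 to 1 bases upstream. Wild-type replicate 3 had a short FOXM1 peak of 10.9-fold from 2876961 to 2877169, with its midpoint 90 bases downstream of the TSS. In replicate 2 the FOXM1 peak was 5.26-fold with a midpoint 453 bases downstream, and in replicate 1 a 9.60-fold peak from 2876612 to 2878074 extended to both sides, with its midpoint at −188 bases. ORC6, which encodes a subunit of the origin recognition complex, had a 5.63-fold peak in replicate 1 on chromosome 16 from 46689648 to 46690065, which starts 3 bases downstream of the TSS at 46689645. In replicate 2 the ORC6 peak was 9.41-fold with its midpoint 117 bases downstream, and in replicate 3 it was 4.51-fold, below the threshold. No CHR or E2F element was placed for ORC6 here, either because none is listed or because its listed sequence did not match the genome. The paper describes an E2F binding site for DREAM in ORC6. Each of these FOXM1 peaks covers both FOXM1 elements.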

In *FOXM1* and *ORC6*, which contain CDE-CHR and E2F binding sites for DREAM, respectively, we observed a similar pattern, with the +1 nucleosome showing the strongest enrichment, followed by a weaker coverage of the distal nucleosomes. Multiple lines of evidence suggest that these enriched fragments correspond to sequences in MuvB-bound nucleosomes rather than sequences protected simply by MuvB binding consensus DNA. First, the peaks are centered adjacent to MuvB-binding sites in DNA as opposed to centered on them, suggesting the read sequences are not protected from steric occlusion of MNAse by MuvB itself. 

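For the 83 DREAM genes with a CHR and a peak above the threshold in wild-type replicate 1, the peak midpoint lay a median of 188 bases downstream of the CHR (quartiles 110.2 and 316), and it was downstream at 83.1% of them. For 48 genes with an E2F element in this library, the median was 174 bases and the share downstream 77.1%. In replicate 2, midpoints lay a median of 199.5 bases from the CHR at 128 genes and 195 bases from the E2F element at 71 genes, and in replicate 3 a median of 131.5 bases from the CHR at 48 genes and 116 bases from the E2F element at 19 genes. A midpoint within 73 bases of the CHR, the length of one side of a nucleosome core, was found at 6.02% of the genes in replicate 1 and at 10.2% and 10.4% in replicates 2 and 3. Elements were placed from the offsets of the study's list, whose sign was settled on the genome, where 265 of 291 CHR and 306 of 332 E2F elements matched their sequence. Midpoints describe called regions and not the read summits shown in Fig. 6d.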

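CCNB2, FOXM1 and ORC6, which encode a mitotic cyclin, a mitotic transcription factor and an origin-binding subunit, had no peak at any enrichment within 1000 bp of their TSS in the Strep-LIN9 4x library or in the library from cycling cells. Counting peaks of any enrichment, 5 DREAM genes had one with Strep-LIN9 4x and 0 in cycling cells, against 369 in wild-type replicate 1, 490 in replicate 2 and 188 in replicate 3. In the authors' lists of top peaks, the control pileup implied by pileup and enrichment had a median of 1.15 fragments for Strep-LIN9 4x, 0.629 for cycling cells, and 1.85 and 0.962 for wild-type replicates 2 and 3. The smallest −log10 p of any listed peak was 4.57 for Strep-LIN9 4x and 5.23 for cycling cells, against 4.80, 4.75 and 3.97 in wild-type replicates 1, 2 and 3.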

Second, we do not see enrichment in the LIN9^4x^ mutant or cycling cells experiments (Supplementary Fig. 6d), which probe conditions in which MuvB is still bound to chromatin and would still offer MNase protection. Third, secondary sites of enrichment even more distal to the CHR sites are also nucleosome-sized. Fourth, we commonly observed sequence reads of sizes corresponding to integral numbers of nucleosomes (Supplementary Fig. 6e).

We aligned the promoter regions of the 177 enriched DREAM genes according to their transcription start sites (TSS) to identify more broadly the structural signature of LIN9-associated nucleosomes. Most of these genes show a sharply positioned nucleosome within 150 bases downstream of the TSS (Fig. 7a). 

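Peaks of NCAPH, which encodes a condensin subunit, began 33, 24 and 36 bases downstream of the TSS in wild-type replicates 1, 2 and 3 and ended 258, 296 and 258 bases downstream. Peaks of NEIL3, a DNA glycosylase gene, reached from −11 to 397 bases in replicate 1, from −67 to 432 bases in replicate 2 and from −11 to 394 bases in replicate 3. Among the DREAM genes above the threshold, the peak covered part of the first 150 bases downstream of the TSS at 76.6% of genes in replicate 1, 76.5% in replicate 2 and 72.8% in replicate 3. The peak midpoint lay in those bases at 16.5%, 18.2% and 27.2% of genes. The median peak was 530 bases wide in replicate 1, 619.5 in replicate 2 and 338 in replicate 3, so most peaks are longer than 1 nucleosome.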

We conclude that LIN9 primarily precipitated the +1 nucleosome in these promoters. 

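For 151 of 218 DREAM genes in wild-type replicate 1 the peak midpoint lay downstream of the TSS, 69.3% (95% Wilson interval 62.9 to 75.0%; exact binomial test against 50%, two-sided, p = 1.3e-08). The share was 67.9% (62.8 to 72.7%) in replicate 2 and 68.0% (58.4 to 76.2%) in replicate 3 (exact binomial test, p = 3.3e-11 and 0.000341). The median midpoint was 156.5 bases downstream in replicate 1, 147 in replicate 2 and 111 in replicate 3. Of these DREAM genes, 38.5% in replicate 1, 24.7% in replicate 2 and 37.9% in replicate 3 had a peak that started downstream of the TSS. The listed TSS of 89.8% of the DREAM genes lies within 100 bases of an annotated transcript start.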

Considering that expressed wild-type LIN9 forms complexes with other endogenous MuvB components (Fig. 1d) but that LIN9^4X^ does not associate with LIN37 and RBAP48 (Fig. 3d), we further conclude that these nucleosomes are bound by MuvB complexes and that these interactions are mediated by MuvBN.

**Fig. 7:**
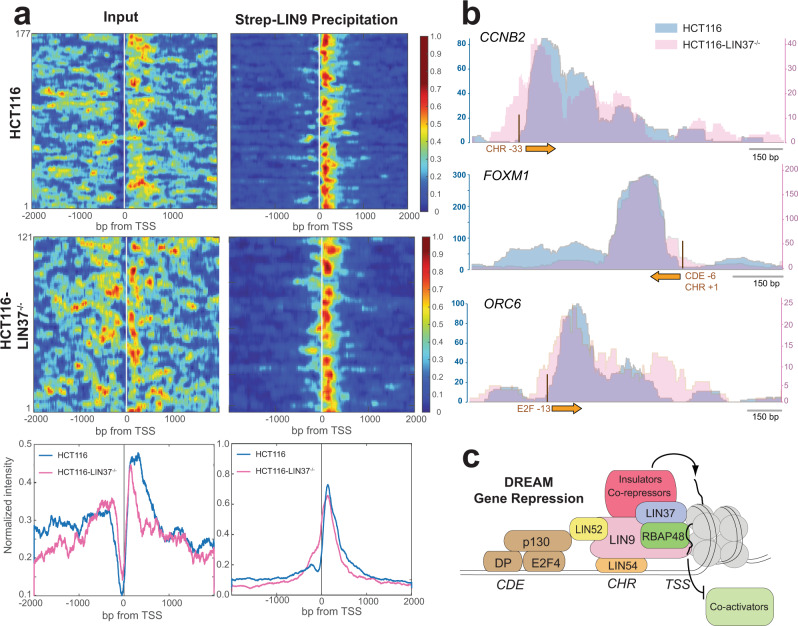
The sharp positioning of the MuvB-bound +1 nucleosome correlates with gene repression. **a** Heatmaps of relative read density across all known DREAM genes that show >4.7-fold enrichment in the Strep-LIN9 precipitant and correspond. Both input and precipitant sequencing data are shown for the same gene set and in the same order. At the bottom are the aggregated and normalized read intensities across all genes shown in the heat map for the input and precipitated DNA data sets. Data from HCT116 (blue) and HCT116-LIN37^−/−^ (pink) are shown. The observation of more peaks with periodicity corresponding to nucleosomes (i.e., the +2 and +3 nucleosome peaks) in the HCT116-LIN37^−/−^ input data set is consistent with DREAM genes being active during Nutlin-3a-induced quiescence of those cells^45^. **b** Comparison of three example gene tracks showing the number of DNA sequence reads in Strep-LIN9 precipitated samples from HCT116 (blue, left axis) and HCT116-LIN37^−/−^ (pink, right axis) cells. The TSS (orange arrow) and DREAM-binding DNA motifs are indicated. **c** Overall model showing organization of DREAM and the association between MuvBN and the +1 nucleosome, which we propose mediates gene repression.

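In wild-type replicate 1, the called peak covered the CHR at 49 of 83 DREAM genes with this element, 59.0% (95% Wilson interval 48.3 to 69.0%), and the CHR lay upstream of the peak at 32.5%. CCNB2, a mitotic cyclin gene, is of the latter kind, and FOXM1, a regulator of mitotic genes, of the former. In replicate 2 the peak covered the CHR at 82.8% of genes (75.3 to 88.4%), and in replicate 3 at 58.3% (44.3 to 71.2%). The E2F element was covered at 62.5%, 76.1% and 63.2% of genes in replicates 1, 2 and 3. Where the CHR lay outside the peak, the median gap was 21 bases in replicate 1, 40 in replicate 2 and 11 in replicate 3. A broad peak joins neighboring enriched regions, so an element inside it can lie in linker DNA or in a nucleosome.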

We emphasize that the enriched nucleosomes in the set of DREAM genes do not overlap with the E2F and CHR consensus binding sites, suggesting that DREAM binds these DNA elements in linker DNA and not in the nucleosome core particle. Nucleosomes are positioned next to the DREAM-binding site, which is typically in close proximity to the TSS (Fig. 6d), and do not necessarily contain the E2F and CHR DNA sequence motifs. We also note that the primary and secondary peaks in the sequence coverage persist when the reads are filtered for exclusively mononucleosome-sized inserts (Supplementary Fig. 6e). This observation that MuvB precipitated both proximal but not overlapping and distal nucleosomes to its consensus binding sequence further suggests that MuvB makes direct contact with the nucleosome core. This interpretation is consistent with our biochemical observations that interactions with nucleosomes are facilitated through protein-protein binding rather than through proximal DNA interactions (Fig. 5). Importantly, the peak corresponding to the +1 nucleosome is stronger and more tightly positioned in the precipitated sequencing data compared to the input data (Figs. 6d and 7a). This enrichment of a strongly positioned nucleosome is consistent with a role for MuvB in binding and stabilizing the +1 nucleosome in DREAM promoters.

### MuvB association with a tightly positioned +1 nucleosome correlates with gene repression

We next performed a similar MNase-ChIP experiment using LIN37 knock-out HCT116 cells (HCT116-LIN37^−/−^, Figs. 6c, 7a, b, and Supplementary Fig. 6a, d). In these cells, the MuvB complex assembles on CHR promoters, but cell-cycle genes are no longer fully repressed by DREAM when cells are arrested^24,45^. In fact, we observed in the input MNase data from the set of DREAM genes the nucleosome phasing pattern that is characteristic of genes undergoing transcription (Fig. 7b)^61,63^. We still observed enrichment of known DREAM genes in the pool of Strep-LIN9 precipitated DNA reads (Fig. 6c), and many of the enriched genes overlap between the data sets from wild-type and LIN37 knock-out cells (Supplementary Fig. 6b). 

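The LIN37 promoter, on chromosome 19 with a TSS at 35748361, had no peak in 7 of the 8 libraries and 1 peak of 3.93-fold in HCT116-LIN37-/- replicate 3. Peaks of LIN9-bound DNA do not show the deletion, which the paper checks by Western blot (Supplementary Fig. 6a). NEIL3, a gene of base excision repair, was enriched 23.7-, 25.1- and 29.3-fold in HCT116-LIN37-/- replicates 1, 2 and 3, and UBE2C, which encodes the ubiquitin-conjugating enzyme of the anaphase-promoting complex, 13.0-, 12.5- and 8.98-fold. CHEK2, a checkpoint kinase gene, was at 13.8-, 11.5- and 4.90-fold. Above the threshold were 172 DREAM genes in HCT116-LIN37-/- replicate 1, 286 in replicate 2 and 226 in replicate 3. Peaks at DREAM genes made up 60.3% of 239 peaks in replicate 1 (95% Wilson interval 53.9 to 66.2%), 52.8% of 458 in replicate 2 (48.3 to 57.4%) and 2.30% of 8523 in replicate 3 (2.00 to 2.64%), with odds ratios of 9.47, 7.49 and 4.41 against peaks below the threshold (Fisher's exact test, two-sided, p = 7.2e-35, 3.1e-62 and 4.1e-58). In total 268 DREAM genes were found in at least 1 library of each genotype, where independent lists of these sizes (367 and 399 genes) would share 87.1 (exact test, one-sided, p = 6.3e-124), 99 only in wild-type and 131 only in HCT116-LIN37-/- libraries. Part of this excess may come from shared mock precipitations, although pairs that differ in both genotype and MNase level also shared more than independent lists would. Wild-type replicate 1 and HCT116-LIN37-/- replicate 2 shared 162 genes (37.1 for independent lists). Wild-type replicate 2 and HCT116-LIN37-/- replicate 3 shared 152 (45.7). The mean number of DREAM genes was 220.3 ± 119 in wild-type and 228 ± 57.0 in HCT116-LIN37-/- libraries (SD, n = 3 libraries, 2 of them biological replicates; exact permutation test, two-sided, p = 0.9, where 0.1 is the smallest p possible), and the direction turns without wild-type replicate 3 (a difference of −51) or without HCT116-LIN37-/- replicate 2 (−21.3).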

We note that this result from precipitating Strep-LIN9 from knock-out cells is distinct from what we observed precipitating Strep-LIN9^4x^ from wild-type cells. In the former experiment, LIN37 is missing from MuvB complexes, while in the latter both LIN37 and RBAP48 are missing; however, both complexes can associate with DNA (Fig. 3d and Supplementary Fig. 6C). 

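KIF18B, a kinesin gene of the spindle, was enriched 10.0-, 15.4- and 9.10-fold in HCT116-LIN37-/- replicates 1, 2 and 3, and SPC25, a kinetochore gene, 11.7-, 11.3- and 14.0-fold, and neither had a peak with Strep-LIN9 4x. TTK, a mitotic kinase gene whose peak the authors mark as an artifact in the Strep-LIN9 4x list, was above the threshold in HCT116-LIN37-/- replicate 3 (144-fold) and with Strep-LIN9 4x, and had no peak in HCT116-LIN37-/- replicates 1 and 2. The DREAM share of peaks in HCT116-LIN37-/- replicate 1 was 58.8 percentage points above that of Strep-LIN9 4x, an odds ratio of 105 (Fisher's exact test, two-sided, p = 8.3e-22), and in replicate 2 it was 51.4 percentage points above, an odds ratio of 77.3 (exact test, p = 2e-19). In replicate 3 the difference was 0.871 percentage points (exact test, p = 1), and above 6.0-fold the direction turned, with −12.6 percentage points (exact test, p = 0.32), where the TTK peak is 1 of 5 Strep-LIN9 4x peaks. Over the same number of top peaks, taken from lists of very different length, it was 32.9 percentage points (exact test, p = 1.7e-07). These tests set 1 Strep-LIN9 4x library from wild-type cells against single libraries from HCT116-LIN37-/- cells, and they were chosen after the data were examined.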

From this comparison, we conclude that RBAP48 is necessary for nucleosome association.

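In HCT116-LIN37-/- replicate 1, 61.0% of 172 DREAM genes had a peak midpoint downstream of the TSS (95% Wilson interval 53.6 to 68.0%; exact binomial test against 50%, two-sided, p = 0.00464). The share was 59.4% (53.7 to 65.0%) in replicate 2 and 59.3% (52.8 to 65.5%) in replicate 3 (exact binomial test, p = 0.00168 and 0.00626). The median midpoint lay 81.8, 98 and 130 bases downstream in replicates 1, 2 and 3. At CCNB2, the mitotic cyclin gene, peaks were 7.41-fold from 59105067 to 59105569 in replicate 1, 6.24-fold from 59105096 to 59105469 in replicate 2 and 12.8-fold from 59105096 to 59105486 in replicate 3. At FOXM1, the gene of a mitotic transcription factor, they were 10.3-, 13.5- and 8.91-fold, with midpoints 150.5, 236.5 and 439.5 bases downstream. ORC6, the origin-binding subunit, had no peak in replicate 1, a 5.39-fold peak centered at −167.5 bases in replicate 2 and a 4.37-fold peak in replicate 3.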

Analysis of nucleosome occupancy generated for enriched genes in the data set from knock-out cells suggests that MuvB still associates with +1 nucleosomes (Fig. 7a, b, and Supplementary Fig. 7). However, the bound nucleosomes are distributed over a broader region of DNA, i.e., the boundaries of the positioned nucleosome are more poorly defined, and the position more typically encroaches on the TSS. 

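Peaks of UBE2C, a gene of mitotic ubiquitination, began at −12, −105 and 6 bases from the TSS in wild-type replicates 1, 2 and 3 and at −143, −174 and −212 bases in HCT116-LIN37-/- replicates 1, 2 and 3. At NCAPH, the condensin gene, they began at 13, −119 and −398 bases in HCT116-LIN37-/- libraries, upstream of the wild-type starts at this gene, while at AURKB, the kinase of the chromosomal passenger complex, they began at −426, −112 and −64 bases in wild-type and −208, −93 and −3735 bases in HCT116-LIN37-/- libraries, with no common direction. Over all DREAM genes above the threshold, the median upstream edge was −71.7 ± 58.4 bases in wild-type and −322 ± 215 bases in HCT116-LIN37-/- libraries (SD, n = 3 libraries per genotype, 2 of them biological replicates), and each HCT116-LIN37-/- value was below each wild-type value (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). The SD and this exact test take the technical replicate as a library of its own, so the p is smaller than 2 biological replicates per genotype allow. The nearest values were −139 bases in wild-type replicate 2 and −147.5 bases in HCT116-LIN37-/- replicate 1. Replicates 1 and 2, which differ in MNase level, lay 98 bases apart in wild-type and 109 bases apart in HCT116-LIN37-/- cells, more than this gap. Peaks reached 100 bases or more upstream of the TSS at 45.2 ± 8.62% of genes in wild-type and 66.2 ± 8.63% in HCT116-LIN37-/- libraries (SD, n = 3; exact permutation p = 0.1). The share of midpoints downstream of the TSS was 68.4 ± 0.759% and 59.9 ± 0.973% (SD, n = 3; exact permutation p = 0.1). Without HCT116-LIN37-/- replicate 3, the difference of the mean upstream edges was −130.3 bases, against −250.3 with it. The median peak width, 496 ± 144 and 774 ± 395 bases, overlapped between the genotypes (SD, n = 3; exact permutation p = 0.4), and without HCT116-LIN37-/- replicate 3 their difference was 56.7 bases, against 278 with it. At the DREAM genes found in both libraries of a replicate number, the upstream edge moved by a median of −41 bases in replicate 1 (108 genes, adjusted p = 0.00256), −12 bases in replicate 2 (216 genes, adjusted p = 0.0285) and −357 bases in replicate 3 (67 genes, adjusted p = 3e-05), by a sign-flip permutation test across genes with adjustment over the 3 replicate numbers, and genes are not independent replicates. The midpoint at these genes moved by −50 bases in replicate 1 (permutation test, adjusted p = 0.00603), while −25.8 bases in replicate 2 and 30.5 bases, in the other direction, in replicate 3 did not pass (permutation test, adjusted p = 0.0561 and 0.614). Peak width at these genes changed by −28.5 bases in replicate 1 and 6 bases in replicate 2, which did not pass the test across genes (permutation test, adjusted p = 0.705 and 0.854). It changed by 1403 bases in replicate 3 (permutation test, adjusted p = 3e-05), where the HCT116-LIN37-/- peak list is far the longest. From the read densities (Fig. 7a, b), the paper states that the bound nucleosomes in HCT116-LIN37-/- cells lie over a broader region and nearer to the TSS.

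**Figure D4:**
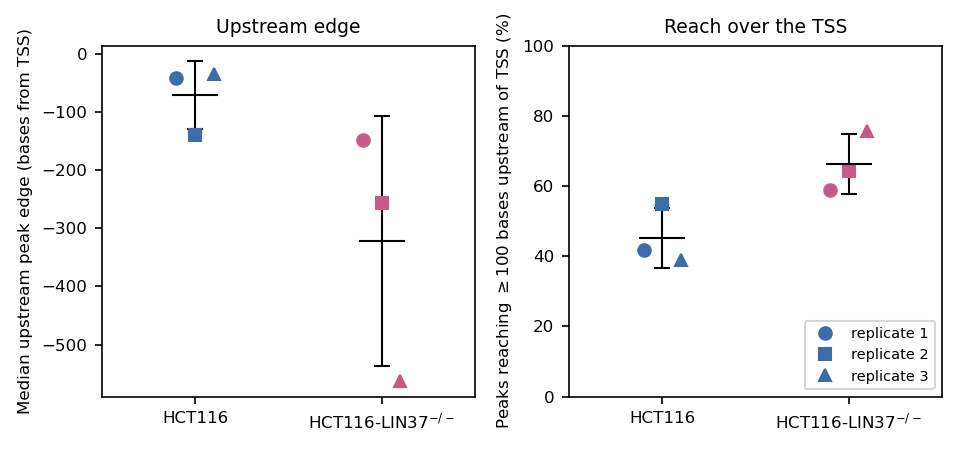
Median upstream edge of the peaks at DREAM genes in bases from the TSS (left) and percent of these peaks that reach 100 bases or more upstream (right) in HCT116 and HCT116-LIN37-/- libraries; each symbol is a library, and lines give the mean with the SD (n = 3). The HCT116-LIN37-/- edges lie between −147.5 and −562 bases and the wild-type edges between −35 and −139.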

We observe a significant (*p* < 0.05) difference in nucleosome occupancy comparing the wild-type and LIN37 knockout data sets in regions 100–200 bp both downstream and upstream of the TSS in DREAM genes (Supplementary Fig. 7b). We cannot determine that this broader distribution of nucleosome positions is directly a result of the absence of LIN37 from the complex or is a signature of expressed DREAM genes in the KO cells. Still, these results, together with our observation that Strep-LIN9 does not robustly precipitate nucleosomes from cycling cells, demonstrate that the sharply positioned MuvB-associated nucleosomes correlate with gene repression.

## Discussion

Genetic studies across model organisms all point to the function of the MuvB core as an intrinsically repressive complex that interacts with other TFs to modulate gene expression. In *C. elegans*, even when the p107/p130 ortholog is knocked out such that DREAM does not form on promoters, the MuvB core retains the ability to repress target genes^64^. In *Drosophila*, the lethal *myb-null* phenotype can be rescued by the loss of function of the fly orthologs of LIN9 and LIN37, which restores expression of MYB target genes^65–67^. In mammalian cells, LIN37 knockout or LIN9 knockdown leads to specific loss of repression of cell-cycle genes upon driving cell-cycle exit^22,24,42^, and a similar defect is observed upon loss of the RBAP48 ortholog in *Drosophila*^43^. While mammalian LIN9 loss also fails to activate mitotic genes, this activation defect may be linked to the requirement of LIN9 for recruiting B-MYB^22,35,41,42^. Together, these results demonstrate that LIN9, LIN37, and RBAP48 contribute to a repressive MuvB function.

Our results implicate the MuvBN subcomplex as the structural unit in MuvB responsible for this intrinsic repressive function and link repression to nucleosome binding. The structure and biochemical data demonstrate that LIN9 and LIN37 form a scaffold for the MuvB core in that they bind and assemble LIN52, LIN54, and RBAP48 (Fig. 7c). The MuvBN structure contains RBAP48 and conserved sequences of LIN37 that are both required specifically for cell-cycle gene repression. Our data demonstrate that MuvB binds and stabilizes nucleosomes and that MuvBN, which contains the repressor subunits, is sufficient for this interaction. We observed the association of LIN9-containing MuvB complexes with the +1 nucleosome in the promoters of repressed cell-cycle genes in arrested cells, but this association is lost in cycling cells or with a LIN9 mutant that does not assemble the MuvBN components LIN37 and RBAP48. While we still see association of MuvB with nucleosomes in active gene promoters in arrested LIN37 knock-out cells, the associated nucleosome appears more strongly positioned under conditions of repression. We propose that MuvB stabilizes nucleosome position by making a bipartite interaction with the nucleosome and DNA. LIN54 binds the CHR sequence while MuvBN tethers the nucleosome near the CHR through a direct association with the histone tails or additional nucleosome contacts. We further propose that this association with +1 nucleosomes contributes to repression by inhibition of remodeling, polymerase activity, or posttranslational histone modification required for transcription (Fig. 7c). For example, association of MuvB with the histone H3 tail may sequester the tail from other chromatin-binding proteins and remodelers. Another possibility is that by tightly binding and positioning the +1 nucleosome, MuvB may increase the energy barrier that stalls RNA polymerase activity, resulting in uninitiated or aborted transcripts. By binding through multiple modes, i.e., histone tails and core, MuvB could prevent the unwrapping and movement of the +1 nucleosome. Although initial mass spectrometry analysis revealed few binding partners to human MuvB that could explain its repressive role, more recent studies have found MuvB can in certain contexts recruit proteins such as PAF and SIN3B^30,68^. Additional factors may also function to enhance repression in addition to the nucleosome binding activity of MuvB. Our result that MuvB can bind nucleosomes even in the absence of an H3 tail interaction suggests that the H3 site in RBAP48, which our structure shows is accessible in MuvB, might be used by MuvB to recruit other repressor complexes.

Research on the structure of chromatin has revealed important factors that determine the nucleosome position in the genome, including intrinsic properties of DNA sequence, chromatin remodeling complexes, the polymerase machinery, and sequence-specific TFs^1,3,4^. The role of TFs has focused on their potential for maintaining the nucleosome depleted region around the TSS and for establishing the +1 nucleosome. Evidence supports a model in which the mutually exclusive interaction between TFs and histones for DNA allows TFs to act as a barrier for nucleosome deposition such that the +1 and other proximal nucleosomes form at the closest accessible sites. Our data support a more direct function for TFs in establishing the +1 position through physical association and correlate this association in cells with a more tightly positioned nucleosome at repressed genes. Under conditions when MuvB is not actively repressing (LIN37 KO cells in quiescence), we observe more variability in the nucleosome position. The extent to which these observations result from the dynamics of RNA polymerase during the transition from repressed to active genes remains uncertain.

Several important questions remain about this MuvB repressive function including the structural mechanism of nucleosome recognition and the role of LIN37. RBAP48 in many studies is sufficient for nucleosome binding, and it is still present in MuvB complexes that lack LIN37 yet cannot repress gene expression^24^. We speculate that this non-functional complex may be unstable or improperly structured such that it cannot enact repression or bind co-repressors. The extensive interaction interface and co-dependence of their association in our mutagenesis study support the hypothesis that the core subunits of MuvBN, (LIN9, LIN37, and RBAP48) co-fold to form a stable complex. Another important remaining question is how the structure and function of MuvB changes such that it switches from a repressor to an activator of gene expression once cells enter the cell cycle. MuvB components are still present on the promoter and are required for recruiting B-MYB and FOXM1. One possibility is that MuvB repression activity is relieved, for example by the binding of B-MYB, which is consistent with observations in *Drosophila* that the MuvB-binding sequence in B-MYB is alone sufficient to rescue a B-MYB deletion phenotype^69^. Another possibility is that Cdk phosphorylation, detected on all the MuvB subunits, plays a role in modulating MuvB function^70^. A third possibility is that in addition to its repressive function, MuvB positions the +1 nucleosome to prime genes for expression upon the binding of the activator transcription factors B-MYB and FOXM1. In this mechanism, MuvB may facilitate the acetylation of histones by the p300 acetylation machinery, which is recruited by the activator TFs. Through TF and p300 association, MuvB may also help recruit the basal transcription machinery. Finally, it will be important to understand how widespread interactions of TFs with the +1 nucleosome are and how these interactions regulate chromatin and gene expression

## Methods

### Plasmids for protein expression in mammalian cells

The LIN9 and RBAP48 ORFs were amplified from cDNA derived from mouse NIH3T3 cells by standard PCR. The EGFP ORF was amplified from pEGFP-N1 (Clontech). The ORFs were cloned into pcDNA3.1(+) and fused either with an N-terminal 3xFlag tag (LIN9) or an N-terminal 1xFlag tag (RBAP48, EGFP). Site-directed mutagenesis was performed following the QuikChange protocol (Stratagene). For MNase-Seq experiments, the LIN9 ORFs were subcloned into pcDNA3.1(+) containing an N-terminal Twin-StrepII tag.

### Recombinant protein expression and purification

To assemble the entire MuvB complex, proteins (GST- or Strep-LIN9^94–542^, GST-LIN37, GST-LIN52, His- or GST-LIN54^504–749^, and Strep-RBAP48) were co-expressed in Sf9 cells via baculovirus infection. Cell pellets were harvested after 72 h of growth in suspension at 27 °C, and complexes were purified using GST-affinity purification followed by Strep-affinity purification. After removal of affinity tags through TEV protease cleavage, purified complexes were isolated through size-exclusion chromatography using a Superdex 200 column. The final buffer contained 200 mM NaCl, 25 mM Tris HCl, and 1 mM DTT at pH 8.0. The MuvBN subcomplex was assembled by co-expressing GST-LIN9^94–278^, LIN37^92–130^, and full-length RBAP48 in Sf9 cells as described for the full complex. The subcomplex was purified using GST-affinity purification followed by anion exchange. Affinity tags were then removed with TEV protease and the complex was isolated with a Superdex 200 column. The final buffer contained 150 mM NaCl, 25 mM Tris HCl, and 1 mM DTT at pH 8.0.

### X-ray crystallography

The MuvBN subcomplex was crystallized in a sitting drop at 4 °C containing 0.2 M sodium tartrate tetrahydrate, 0.1 M bis-tris propane pH 6.5, and 20% PEG 3350. Crystals were harvested and directly frozen in liquid nitrogen. Data were collected at *λ* = 1.0332 Å and 100 K on Beamline 23-ID-B at the Advanced Photon Source, Argonne National Laboratory. Diffraction spots were integrated with Mosflm^71^. Phases were solved by molecular replacement with PHASER^72^ and using RBAP48 (PDB: 3GFC) as a search model. The initial model was rebuilt with Coot^73^, and LIN9 and LIN37 were added to the unmodeled electron density. The resulting model was refined with Phenix^74^. Several rounds of position refinement with simulated annealing and individual temperature-factor refinement with default restraints were applied. The final refined model was deposited in the Protein Data Bank under Accession Code PDB ID: 7N40.

### Co-immunoprecipitation and DNA affinity experiments

Human HCT116 colon carcinoma cells were cultivated in DMEM supplemented with 10% FBS. Transfections were performed in 10 cm plates using 7 µg plasmid and 35 µl PEI per plate. To stimulate DREAM formation, cells were treated with 10 µM Nutlin-3a for 24 h. Cells were harvested 48 h after transfection. Whole cell extracts were prepared by lysing the cells in IP lysis buffer (50 mM TRIS-HCl pH 8.0, 0.5% Triton-X 100, 0.5 mM EDTA, 150 mM NaCl, 1 mM DTT, and protease inhibitors) for 10 min on ice followed by 5x 1 s direct sonication. Flag-tagged proteins were immunoprecipitated from 2 to 3 mg cellular extracts with Pierce Anti-DYKDDDDK Magnetic Agarose (Invitrogen). Beads were washed 5x with 1 ml IP lysis buffer end eluted with 50 µl 1xLaemmli buffer. Twelve micrograms of input samples and 12 µl IP samples were analyzed by SDS-PAGE and western blot following standard protocols. The following antibodies were applied for protein detection: FLAG-HRP (RRID:AB_2017593, Santa Cruz Biotechnology; dilution 1:2000), p130/RBL2 (D9T7M) (RRID:AB_2798274, Cell Signaling; dilution 1:1000), LIN54 A303-799A (RRID:AB_11218173, Bethyl Laboratories; dilution 1:1000), LIN9 ab62329 (RRID:AB_1269309, Abcam; dilution 1:1000), RBBP4 A301-206A (RRID:AB_890631, Bethyl Laboratories; dilution 1:5000), LIN37-T3 (custom-made at Pineda Antikörper-Service, Berlin, Germany; dilution 1:1000)^54^.

For DNA affinity purifications, HCT116 cells were cultivated in 15 cm plates and transfected with 70 µl PEI and 15 µg plasmids expressing wild-type and mutant LIN9 fused with an N-terminal 3xFlag tag. Twenty-four hours after the transfection cells were treated with 5 µM Nutlin-3a for 48 h. Affinity purifications were performed as described earlier^75^. Biotinylated DNA probes were either amplified from the pGL4.10 empty vector or from pGL4.10 containing the mouse *Ccnb2* CDE/CHR MuvB-binding site^34^. The following antibodies were applied for protein detection: FLAG-M2 (RRID:AB_262044, Sigma-Aldrich; dilution 1:1000), p130/RBL2 (D9T7M) (RRID:AB_2798274, Cell Signaling; dilution 1:1000), LIN37-T3 (custom-made at Pineda Antikörper-Service, Berlin, Germany)^54^, Histone H3 (RRID:AB_331563, Cell Signaling Technology; dilution 1:1000).

### Nucleosome reconstitution

Xenopus histones as well as their tailless counterparts were expressed and purified in *E. coli* as inclusion body preparations as previously described^76,77^. Octamer reconstitution was completed by mixing equimolar amounts of purified histones in a buffer containing 7 M guanidinium HCl, 20 mM Tris pH 7.5, and 10 mM β-mercaptoethanol, followed by dialysis into 2 M NaCl, 10 mM Tris pH 7.5, 1 mM EDTA, and 5 mM β-mercaptoethanol. Folded octamers were purified using size-exclusion chromatography on a Superdex 200 column. Nucleosome reconstitution was performed by mixing purified histone octamers with the Widom 601 positioning sequence and de-salting by gradient dialysis^76^. For Widom nucleosomes, we used a 1.1:1 ratio of octamers:DNA molecules. At a salt concentration of 50 mM, nucleosome samples were collected in a buffer containing 50 mM Tris pH 7.5 and 1 mM DTT.

### Fluorescence polarization assay

Histone peptides were synthesized with fluorescein. For experiments with Widom nucleosomes, the 601 sequences were PCR amplified with a primer containing fluorescein and reconstituted with octamer as described above. 20 nM peptide was mixed with varying concentrations of MuvB protein complex in a buffer containing 50 mM Tris pH 7.5, 150 mM NaCl, 1 mM DTT, and 0.1% (v/v) Tween-20. Twenty microliters of the reaction were used for the measurement in a 384-well plate. Fluorescence polarization (FP) measurements were made in triplicate, using a Perkin-Elmer EnVision plate reader. The *K*_d_ values were calculated using global fitting in Prism 8 (Version 8.2.1).

### Electron microscopy on reconstituted promoters

The minimal region of the human *TTK* promoter (461 bp) was cloned, amplified by PCR, and purified by agarose gel extraction. Histone octamers were folded with the *TTK* DNA as described above for Widom nucleosomes, but we used an octamer to DNA ratio of 3.1:1 to allow for the formation of di- and tri-nucleosome species. For the relevant conditions, purified MuvB complex or LIN54 was added to the nucleosome folding reaction during the de-salting process at a NaCl concentration of ~800 mM. Cross-linking of gene promoters and electron micrograph preparation was performed as previously described^55^. In brief, samples were treated with trimethylpsoralen and UV radiation to allow double-stranded DNA cross-links to form at unprotected, octamer-free regions. Following cross-linking, proteins were digested by Proteinase K, and DNA molecules were purified, denatured, and spread across the surface of a copper transmission electron microscopy grid. Electron micrographs of all samples were prepared by rotary metal shadowing, and grids were visualized and collected on a JEOL 1230 TEM at the UC Santa Cruz IBSC Microscopy facility and a Tecnai 12 TEM at the UC Berkeley ELM lab. DNA molecules were traced, and molecular coordinates were saved using Fiji tools in the ImageJ software package as previously described^55^. The resulting traces were analyzed using custom python tools. Each DNA strand was traced such that an “end” of the molecule could be identified. Thus, every coordinate in one strand can be aligned to its complement by closest distance. Coordinates are assigned to base positions using a scale derived from the physical distance between coordinates within each strand  and the known length of the TTK promoter (461 bp). A base pair is labeled single-stranded if the distance between strands exceeds a threshold distance, determined empirically. Once all base pairs are labeled, “bubbles” are determined by contiguous single-stranded stretches. Finally, a single-stranded “bubble” is labeled a nucleosome if its length is >90 base pairs (Supplementary Fig. 5). Bubble fusions occur such that two or more adjacent nucleosomes form one contiguous bubble; for this analysis, bubble fusions were labeled as a single nucleosome. This estimate was used because the number of total bubble fusions observed within the data set was small <5%.

### MNase-ChIP

HCT116 cells were transfected with Strep-LIN9 constructs or an empty Strep expression plasmid. Twenty-four hours after transfection, cells were treated with 10 µM Nutlin-3a (Selleckchem) and harvested after 48 h. Cells were cross-linked with 1% formaldehyde for 15 min. The cross-linking reaction was stopped with glycine, cells were washed twice with PBS, and pellets were collected. Cell lysis and MNase digestion (1x or 5x) were performed as described earlier^58^, and following digestion, LIN9-bound samples were precipitated using Streptactin-XT magnetic beads (IBA Lifesciences). Both input and IP samples were subject to RNAse treatment and proteinase K digestion and were reverse cross-linked by incubation at 65 °C for 16 h. DNA was purified by 2x SPRI bead clean-up. Library prep was carried out using NEB Next Ultra II kits, and paired-end sequencing was carried out on the NovaSeq 6000 platform with 150 bp paired-end mode for Illumina at Novogene Biotech, Co., LTD.

Sequencing reads were aligned against hg38 using the bwa-mem aligner^78,79^. Samtools and bedtools were used to convert data into bam and bed files, respectively. Peak calling for the precipitated samples was performed using the MACS2 -*bampe* algorithm and using the empty Strep-IP conditions as the control. To retrieve gene names for MACS2 peaks, coordinates were intersected with known genes using the Table Browser tool provided by the UCSC genome browser. Gene ontology analysis was performed on MACS2 peaks showing a >4.7-fold enrichment using the web-based tools GeneOntology.org and Revigo^80^. We generated coverage plots of our reads using Gviz and rtracklayer and other opensource R tools.

We utilized NucTools in paired-end mode to analyze nucleosome occupancy on input and Strep-LIN9 precipitated reads with single base-pair resolution (bin width = 1 bp)^81^. We restricted our analysis to genes that showed a MACS enrichment of >4.7-fold and were previously annotated to bind DREAM, to respond to p53 stimulation, and to become derepressed in LIN37 knockout cells^15,22,34,45^. We retrieved the TSS for this set of genes, either from those annotations or using bioMart^82^. As needed, the TSS sites were mapped on to hg38 using liftover. We oriented the output to center on the TSS and maintain a uniform direction of transcription. We then utilized the Cluster Map Builder feature of NucTools to generate aggregate plots and heatmaps of our genes.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding authors upon reasonable request. X-ray diffraction data and model coordinates for the MuvBN structure in this study have been deposited in the Protein Data Bank under accession code 7N40. MNase-ChIP data have been deposited in the NCBI GEO database under accession code GSE189435. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: The MuvB complex binds and stabilizes nucleosomes downstream of the transcription start site of cell-cycle dependent genes
**Source:** Nat Commun. 2022 Jan 26;13:526. doi: 10.1038/s41467-022-28094-1
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **The MuvB Complex Binds and Stabilizes Nucleosomes Downstream of the Transcription Start Site of Cell-Cycle Dependent Genes**

Anushweta Asthana<sup>1</sup>, Parameshwaran Ramanan<sup>1</sup>, Alexander Hirschi<sup>1</sup>, Keelan Z. Guiley<sup>1</sup>, Tilini U. Wijeratne<sup>1</sup>, Robert Shelansky<sup>2</sup>, Michael J. Doody<sup>2</sup>, Haritha Narasimhan<sup>1</sup>, Hinrich Boeger<sup>2</sup>, Sarvind Tripathi<sup>1</sup>, Gerd A. Müller<sup>1\*</sup>, Seth M. Rubin<sup>1\*</sup>

**Supplementary Table 1: Data collection and Refinement statistics.**

Data were collected on a single crystal. Values in parentheses are for the highest resolution shell.

| <b>Data collection</b>                                             |                                    |
|--------------------------------------------------------------------|------------------------------------|
| Beam line                                                          | APS(23IDB)                         |
| Resolution Range (Å)                                               | 60.0-2.55 (2.69 - 2.55)            |
| Space group                                                        | C 1 2 1                            |
| Unit cell dimensions: a,b,c (Å), $\alpha$ , $\beta$ , $\gamma$ (°) | 133.58 77.81 64.56<br>90 114.71 90 |
| Wavelength (Å)                                                     | 1.03                               |
| Total observations                                                 | 43599 (6521)                       |
| Unique reflections                                                 | 19131 (2805)                       |
| Completeness (%)                                                   | 97.4 (97.8)                        |
| $R_{\text{merge}}$                                                 | 13.5 (52.1)                        |
| $\langle I/\sigma \rangle$                                         | 7.9 (3.5)                          |
| $CC_{1/2}$                                                         | 0.97 (0.47)                        |
| Redundancy (highest shell)                                         | 2.3 (2.3)                          |
| <b>Refinement</b>                                                  |                                    |
| $R_{\text{work}}$ %/ $R_{\text{free}}$ %                           | 16.1/ 25.0                         |
| Number of non-hydrogen atoms                                       | 4862                               |
| Protein                                                            | 4720                               |
| Water                                                              | 142                                |
| Wilson B-factor (Å <sup>2</sup> )                                  | 32.79                              |
| RMSD Bond length (Å)                                               | 0.008                              |
| RMSD Bond angle (°)                                                | 0.94                               |
| Ramachandran favored(%) / Ramachandran outliers (%)                | 96.0/0.0                           |

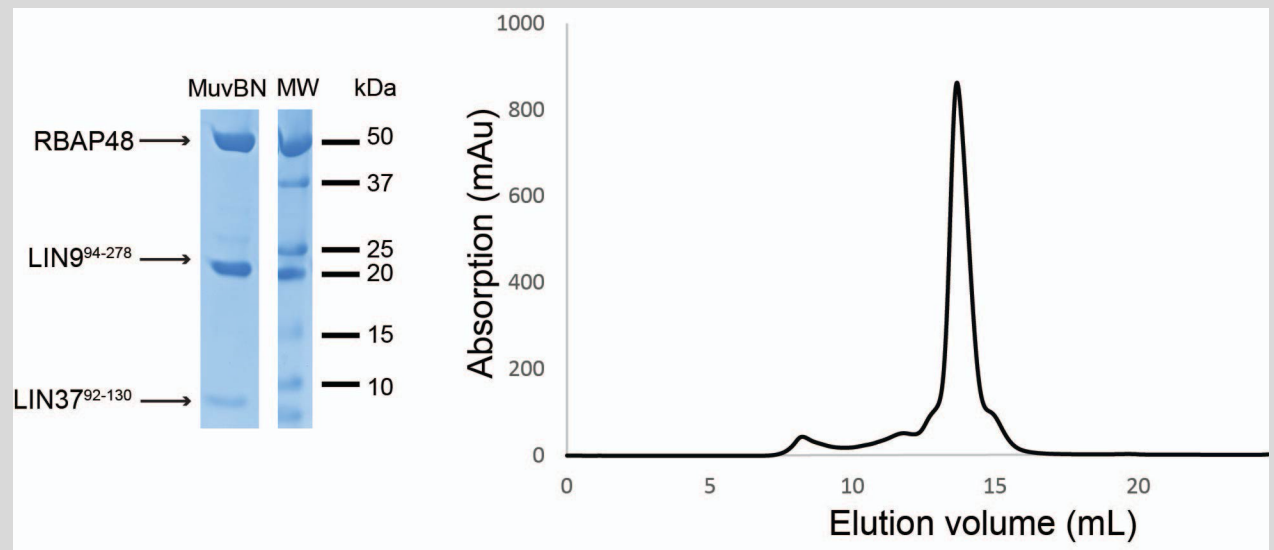

**Supplementary Fig. 1: MuvBN reconstitution for crystallization.** A stable complex of RBAP48 and the indicated LIN9 and LIN37 constructs eluted on Superdex 200. (Left) Coomassie stained gel of three subunits following purification. (Right) UV (280 nm) absorption trace from size-exclusion chromatography.

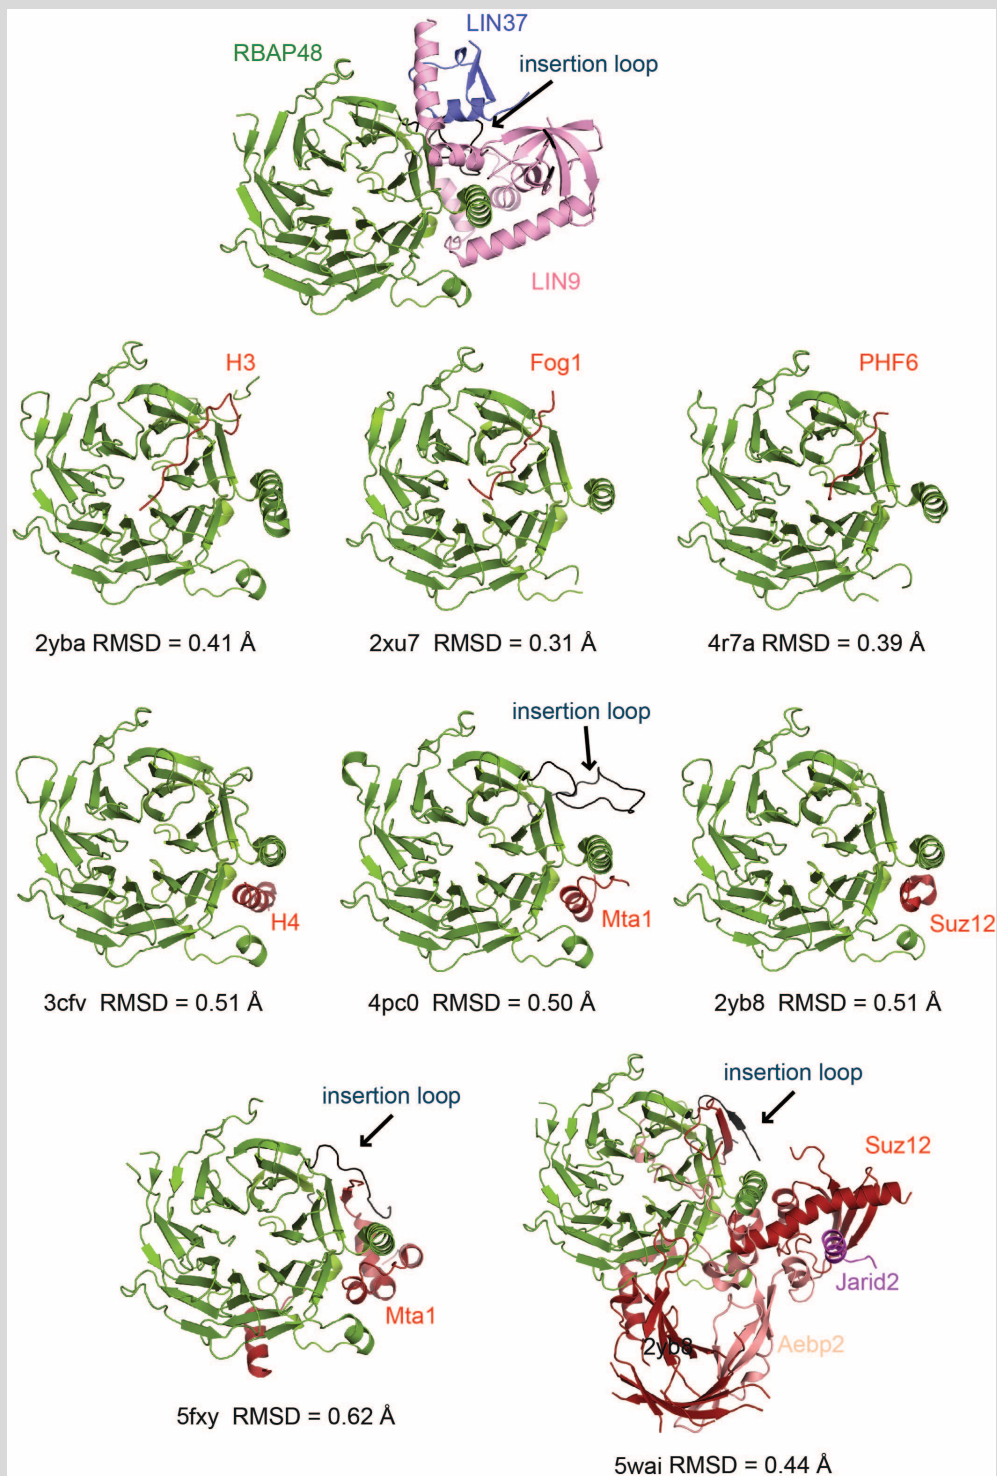

**Supplementary Fig. 2: Comparison of RBAP48 structures and interactions with different peptides and proteins.**

The MuvBN complex structure is shown at the top. The pairwise RMSD for C<sub>α</sub> atoms in RBAP48 between each structure and MuvBN is shown. Structures with peptides (second and third rows) show two major binding sites. The H3 binding site across the face of the β-propeller domain (second row) is accessible in MuvBN, while the H4 binding site (third row) is not. The RBAP48 insertion loop (residues 88-115) is not ordered and modeled in nearly all the structures of RBAP48 with small peptides. It appears in the structure with the Mta1 peptide, although in that crystal it is involved in packing. In the structures of larger complexes (bottom row), part of the insertion loop is ordered and forms a strand and packs against an added strand from an RBAP48-interacting partner. In the MuvBN structure, the loop is completely ordered and makes extensive interactions with both LIN9 and LIN37.

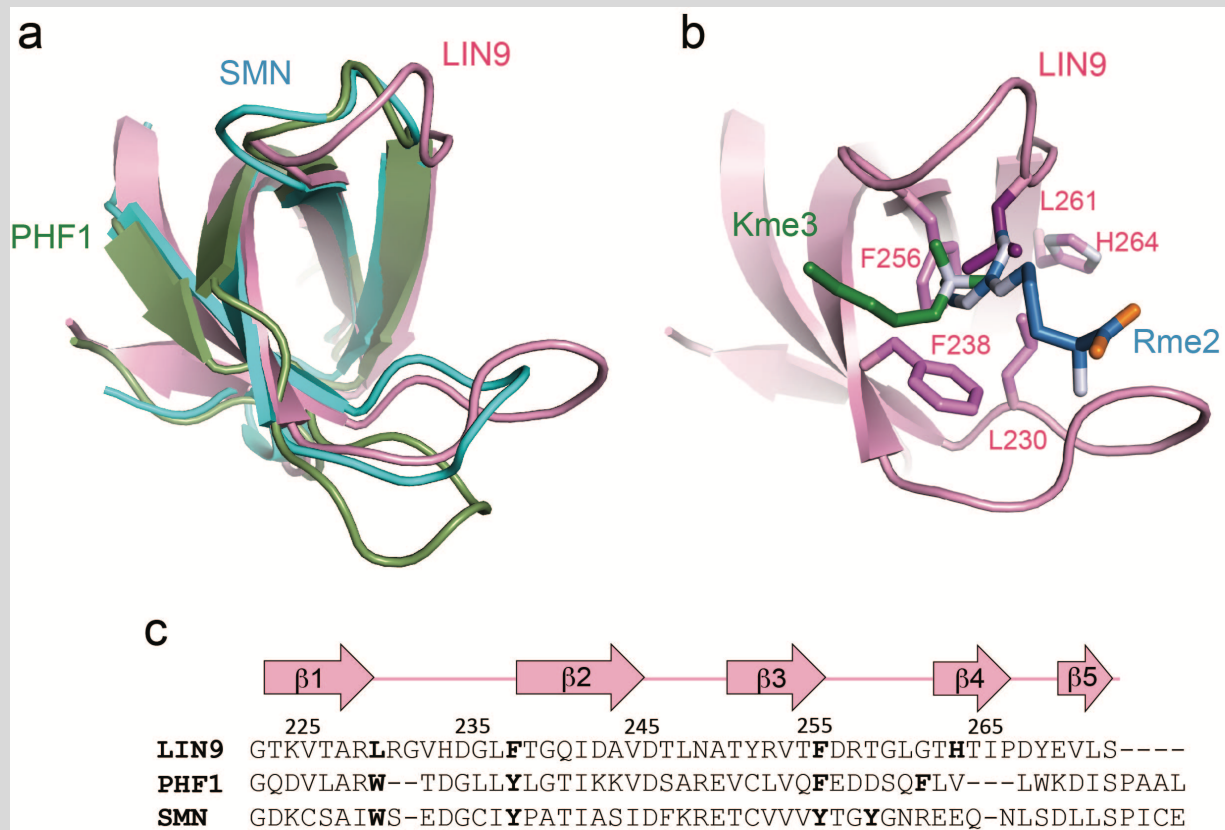

**Supplementary Fig. 3: Structure of the LIN9 Tudor domain and comparison to other Tudor domains.** (a) Alignment of the LIN9 Tudor domain with PHF1, which binds a trimethylated peptide in histone 3 (H3K36Me3), and SMN, which recognizes a dimethylated arginine. Pairwise RMSD for  $C_{\alpha}$  atoms are 1.0 Å between LIN9 and PHF1 and 0.9 Å between LIN9 and SMN. (b) View of LIN9 residues L230, F238, F256 and H264, which correspond to residues in the other structures that form the aromatic cage. The key modified interacting residue with the PHF1 and SMN structures are modeled in the view. The “cage” in LIN9 contains fewer aromatic residues (alignment shown in (c)), and the position of the interacting residue is occupied by L261 in LIN9. We conclude from the structure that the Tudor domain of LIN9 is non-canonical, and it may not interact with modified histone species, or it may interact in a different manner as previously observed.

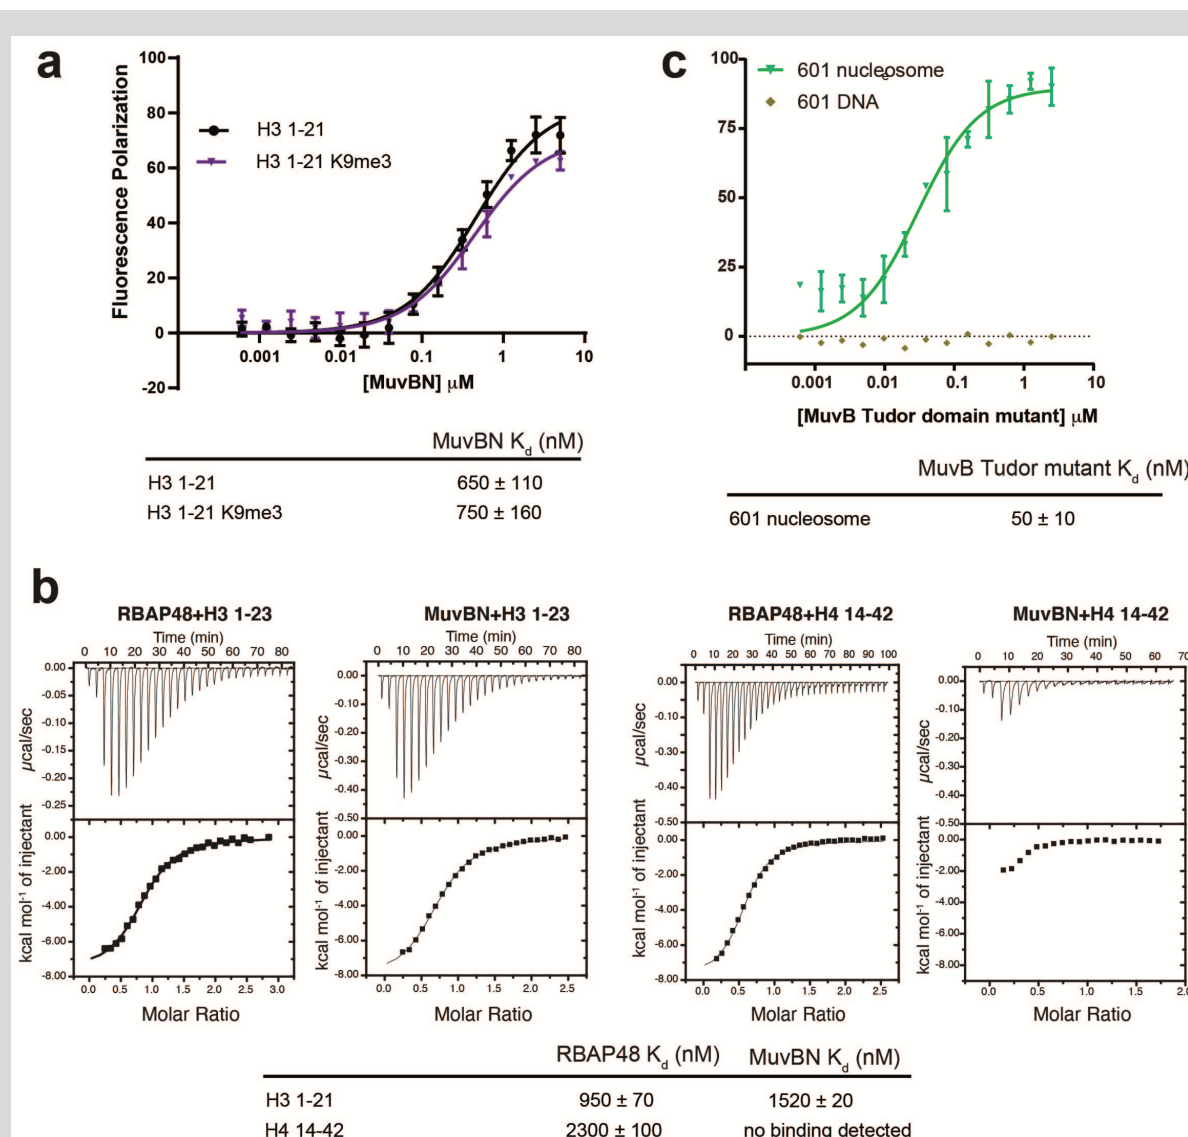

**Supplementary Fig. 4: Supporting data characterizing MuvB association with nucleosomes.** (a) Fluorescence polarization (FP) assay as in Fig. 4 but using the MuvBN subcomplex. FP is normalized to dye-labeled probe alone. The data are shown as mean values from three replicates with the standard deviation (SD) as error bars. Data are fit assuming a single binding constant. The affinities and error estimates reported in the table are from global fitting of all data across the three technical replicates. (b) Isothermal titration calorimetry measurements of H3 and H4 peptide binding to RBAP48 and MuvB. These data demonstrate MuvB binds H3 similar to RBAP48 alone, and the affinity of H3 for RBAP48 is similar to that previously reported<sup>47</sup>. We suspect that the affinity of MuvBN for H3 is slightly tighter when measured by FP because of the hydrophobic dye on the probe. ITC measurements were made with a Microcal, LLC calorimeter. 1 mM histone was titrated into 50  $\mu$ M of the indicated protein in a buffer containing 10 mM HEPES pH 7.0, 200 mM NaCl, 5 mM DTT. The data were fit to a one site binding model and the stoichiometry parameter in each case fit to  $\sim 1$ . The reported affinities in the table are the mean values from three replicates with the standard deviation reported as error. (c) Fluorescence polarization (FP) assay as in Fig. 4 but using MuvB assembled with the LIN9 Tudor cage mutant (L230A, F238A, F256A, and H264A). FP is normalized to dye-labeled probe alone. The data are shown as mean values from three replicates with the SD as error bars. Data are fit assuming a single binding constant. The affinity and error estimate reported in the table is from global fitting of all data across the three technical replicates. Source FP data are provided as Source Data.

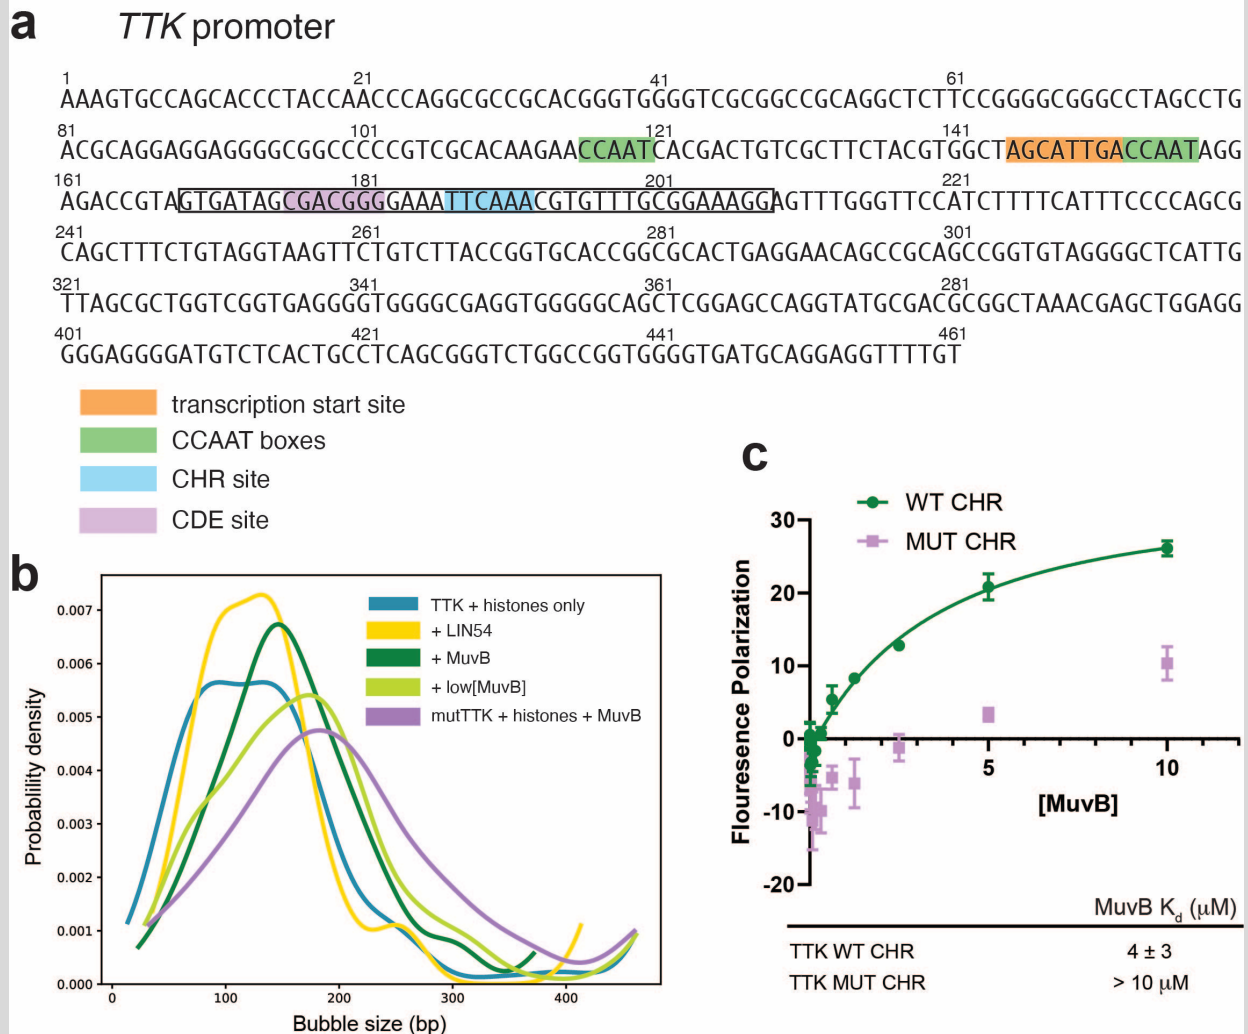

**Supplementary Fig. 5: Supporting data for nucleosome crosslinking experiment with reconstituted *TTK* promoter.**

(a) DNA fragment from *TTK* promoter used in these experiments. The boxed sequence corresponds to the fragment used in the binding experiment in panel c. (b) Estimated probability density functions for bubble size for each of the experimental conditions: blue (*TTK* promoter with histones), gold (+LIN54), dark green (+MuvB), light green (+ low[MuvB]), and purple (mutant *TTK* with histones and MuvB). Considering the resolution of the experiment and allowing for the possibility of partially wrapped octamers, we interpreted bubbles larger than 90 bp as nucleosomes. We have previously shown that a partially unwrapped pre-nucleosomal structure can be distinguished from a fully wrapped nucleosome with this psoralen cross-linking assay<sup>56</sup>. We note that probability density around 90 bp decreases when MuvB but not LIN54 is added to the sample. This shift in the probability density away from pre-nucleosomal to nucleosomal size suggests that MuvB stabilizes the fully wrapped nucleosomes. (c) Fluorescence polarization assay measuring the affinity of MuvB for a 40-bp fragment from the *TTK* promoter (boxed in panel a). 20 nM of fluorescein-labeled fragment was titrated with increasing concentrations of purified MuvB in a buffer containing 150mM NaCl, 20mM Tris pH 8.0, and 0.1% Tween-20, and the fluorescence polarization recorded in a 384-well plate (volume 20  $\mu$ L). The data are shown as mean values from three replicates with the standard deviation (SD) as error bars. Data are fit assuming a single binding constant. The affinities and error estimates reported in the table are from global fitting of all data across the three replicates. The  $K_d$  value measured here is similar to that previously reported for LIN54 binding to a similar CHR motif<sup>31</sup>. The scrambled mutTTK is the same sequence but with the CHR sequence relaxed with TGCATA.

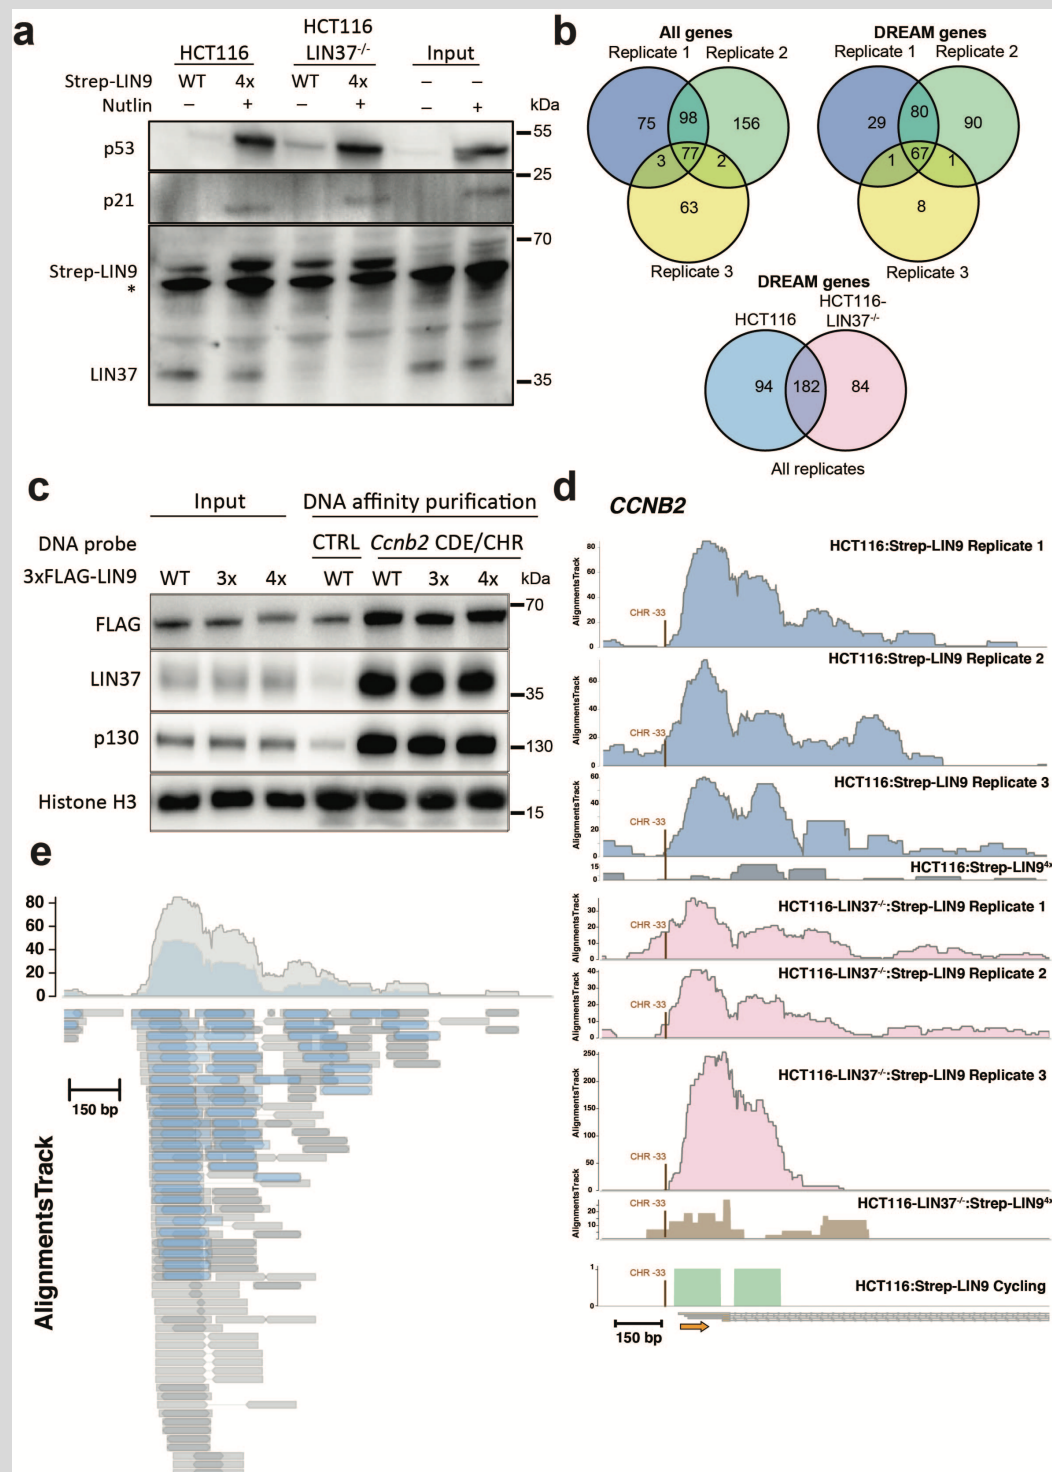

**Supplementary Fig. 6: Data supporting the MNase-ChIP experiment.** (a) Western blot demonstrates the expression of Strep-LIN9 and Strep-LIN9<sup>4x</sup>, the absence of LIN37 in the HCT116-LIN37<sup>-/-</sup> cells, and the induction of p53 (antibody p53 (DO-1), RRID:AB\_628082, Santa Cruz Biotechnology; dilution 1:1000) and the p53 target p21 (antibody p21 (F-5), RRID:AB\_628073, Santa Cruz Biotechnology; dilution 1:500) upon Nutlin-3a treatment. \* Indicates a nonspecific band in the blot. This experiment was performed with a biological replicate, and the results were similar. (b) Overlap of enriched genes between replicates of the MNase-ChIP experiment. The top two Venn diagrams show overlap of all genes (left) and DREAM genes (right) that were enriched >4.7-fold in the three replicate experiments in which Strep-LIN9 was expressed in HCT116 cells. The bottom Venn diagram shows overlap of genes that were enriched in experiments expressing Strep-LIN9 in HCT116 and HCT116-LIN37<sup>-/-</sup> cells. This comparison uses the total DREAM gene list compiled across all three replicates for each condition.

(c) LIN9 mutants that do not assemble LIN37 and/or RBAP48 still bind DNA containing the consensus CDE-CHR site. HCT116 cells were transfected with plasmids expressing 3xFLAG-tagged wild-type LIN9, LIN9<sup>3x</sup>, and LIN9<sup>4x</sup>. Cells were arrested with Nutlin-3a and MuvB complex components were purified. Purification was performed with a fragment of the pGL4.10 vector containing the mouse Ccnb2 CDE/CHR MuvB-binding site. Protein binding to a pGL4.10 fragment without this element was analyzed to control for background binding (CTRL). Binding of Flag-LIN9 and endogenous LIN37 and p130 was tested by western blotting. Histone H3 was probed as a control for DNA affinity purification. (d) Number of DNA sequence reads across the *CCNB2* gene track for all eight indicated experiments. The plots show DNA reads from the Strep-precipitated samples. The TSS (orange arrow) and position of the CHR element are shown. The number of reads from the Strep-LIN9<sup>4x</sup> experiments are much lower and do not consistently show peaks corresponding to the +1 nucleosome. (e) DNA sequence reads from the Strep-LIN9:HCT116 precipitation are plotted for the *CCNB2* gene track as in Supplementary Fig. 6D. The alignment tracks of the sequence fragments are diagrammed below. In these tracks, explicitly sequenced DNA is shown as a block and inferred sequence from the paired end analysis is shown as a line. The grey tracks and coverage plot represent the full data as shown in Fig. 6d and Supplementary Fig. 6d. The blue tracks and coverage plot represent a subset of that data, in which the alignment tracks are filtered to include only sequence reads that are 130-200 base pairs, corresponding to mononucleosome-size fragments.

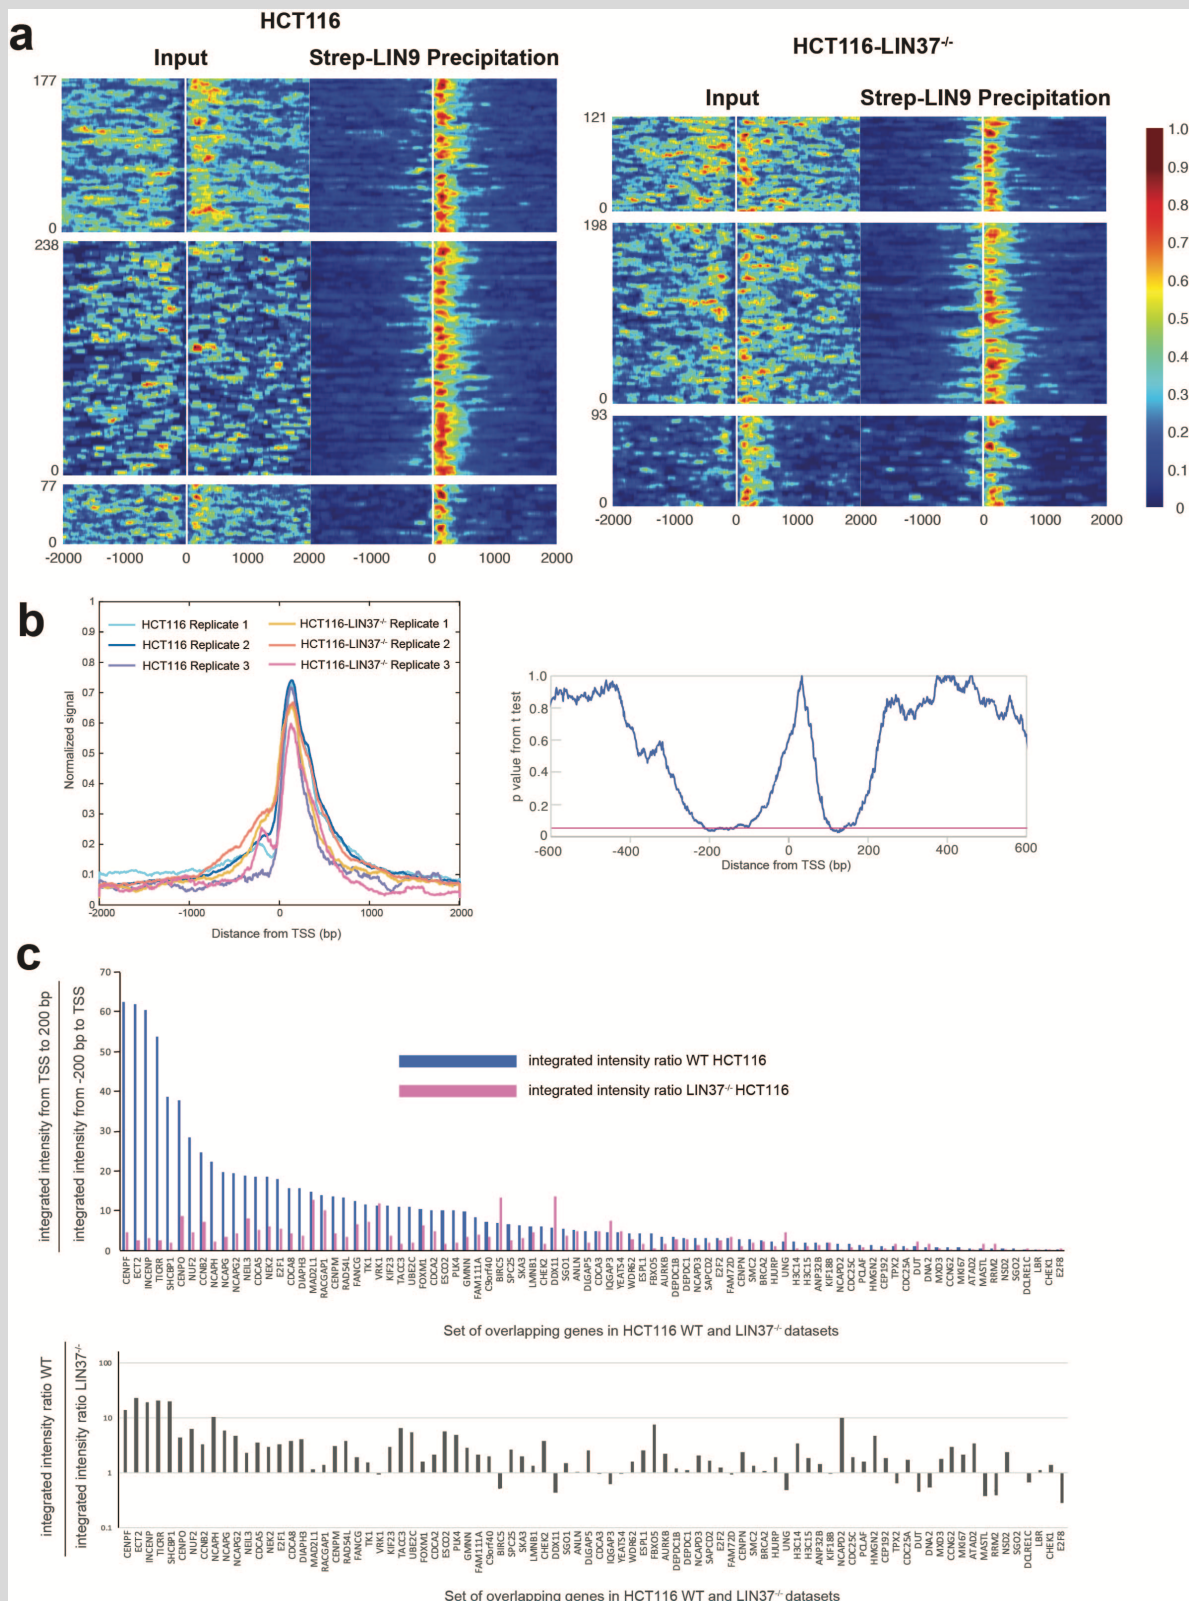

**Supplementary Fig. 7: Comparison of MNase-ChIP replicate experiments in HCT116 and HCT116-LIN37<sup>-/-</sup> cells.** Replicates 1 and 3 are biological replicates. Replicate 2 is a technical replicate of Replicate 1 but using a 5-fold lower MNase concentration. (a) As in Fig. 7B, heat maps for each experiment show the normalized DNA sequence read density across all DREAM genes that were detected with greater than 4.7-fold enrichment compared to a Strep-precipitation control. Replicates 1 to 3 are shown top to bottom in each cell type.

(b) As in Fig. 7B, overlay of the aggregated and normalized read signal density from the same set of genes as shown in the heat maps. The right graph shows results of a two-tailed student's t-test comparing the three replicate datasets from wild-type and the three replicate datasets from LIN37<sup>-/-</sup> HCT116 cells. The p-value comparing the normalized signal values in the two groups is reported for each base pair in the aggregated peaks. The pink line shows  $p = 0.05$ . (c) For every gene that is detected at greater than 4.7-fold enrichment in Replicate 1 of both the WT and LIN37<sup>-/-</sup> datasets, the ratio of the integrated normalized intensity of DNA reads 200 bp downstream to 200 bp upstream of the TSS is plotted (top). As seen in this plot and in panel B, in almost all cases the integrated intensity is greater downstream of the TSS (ratio greater than 1); however, the ratio of intensity is less for the experiment in the LIN37<sup>-/-</sup> cells, consistent with the conclusion that the nucleosome is less well positioned. To perform a statistical analysis, we calculated the ratio of these intensity ratios, comparing WT to LIN37<sup>-/-</sup> cells for each gene (plotted in bottom panel). The average ratio across the genes for this replicate (Replicate 1) was 3.5 and the 95% confidence interval, treating each gene as an individual experiment, is 2.5 to 4.4. We conclude that in LIN37<sup>-/-</sup> HCT116 cells, there is significantly less difference in nucleosome density between upstream and downstream of the TSS relative to WT HCT116 cells. We note that we obtained similar statistical significance when performing this analysis using data from the other two replicates of the experiment in WT and LIN37<sup>-/-</sup> HCT116 cells.

# Supplementary material for: The MuvB complex binds and stabilizes nucleosomes downstream of the transcription start site of cell-cycle dependent genes
**Source:** Nat Commun. 2022 Jan 26;13:526. doi: 10.1038/s41467-022-28094-1
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection JBlulce unknown version

Data analysis ImageJ 1.52, PRISM 8.2.1, Coot 0.8.9.2, CCP4 7.0.076, mosflm 7.2.2, pymol 1.7.6.0, bwa-mem 0.7.17, macs2 2.2.7.1, Panther 16.0, REVIGO unknown version (web tool run May 2021), bedtools 2.26.0, samtools 1.5, Nuctools unknown version, R 4.0.3, and MATLAB R2020a

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The following statement has been added to the manuscript:

X-ray diffraction data and model coordinates for the MuvBN structure in this study have been deposited in the Protein Data Bank (RCSB.org) under accession code 7N40. Previously determined structures that were used for comparison are also available in the Protein Data Bank under accession codes 2YBA, 3CFV, 3GFC, 2M00, 4A4E, 2XU7, 4R7A, 4PC0, 2YB8, 5FXV, 5WAI. MNase-ChIP data have been deposited in the NCBI GEO database (<https://www.ncbi.nlm.nih.gov/geo/>) under accession code GSE189435. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculation was performed. In the experiment detailed in Figure 5, an initial guess was made by choosing at least 100 molecules per condition with the assumption that this would generate good Poisson statistics. Our statistical analysis indeed showed significant differences in the experimental and control conditions. |
| Data exclusions | None                                                                                                                                                                                                                                                                                                                                          |
| Replication     | Protein-coprecipitation and biophysical assays were performed in triplicate. MNase-ChIP experiments were performed with one technical and one biological replicate.                                                                                                                                                                           |
| Randomization   | Not applicable. The experimental protocols used in this study do not present any obvious need for randomization.                                                                                                                                                                                                                              |
| Blinding        | For the experiment in Figure 5, separate researchers performed different aspects of the data analysis such to minimize bias. Molecules on the EM grid were chosen for analysis without knowing sample identity. Other experiments were performed by a single researcher without blinding.                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                           | Methods                             |                                                 |
|-------------------------------------|-----------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                     | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            | <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |                                     |                                                 |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | FLAG-HRP (RRID:AB_2017593, Santa Cruz Biotechnology), p130/RBL2 (D9T7M) (RRID:AB_2798274, Cell Signaling), LIN54 A303-799A (RRID:AB_11218173, Bethyl Laboratories), LIN9 ab62329 (RRID:AB_1269309, Abcam), RBBP4 A301-206A (RRID:AB_890631, Bethyl Laboratories), LIN37-T3 (custom-made at Pineda Antikörper-Service, Berlin, Germany), FLAG-M2 (RRID:AB_262044, Sigma-Aldrich), Histone H3 (RRID:AB_331563, Cell Signaling Technology) |
| Validation      | Commercially available antibodies were validated by manufacturer for immunoprecipitation and immunoblotting. See manufacturers website. Validation by gene knockout of the custom made LIN37-T3 antibody is reported in PMID: 28920576                                                                                                                                                                                                  |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                               |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | HCT-116 cells were purchased from the ATCC. Sf9 cells were purchased from Expression Systems. |
| Authentication                                                    | Authentication performed by ATCC and Expression Systems.                                      |
| Mycoplasma contamination                                          | HCT116 cells tested negative for mycoplasma. Sf9 cells not tested by us.                      |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | None                                                                                          |

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE189435>

Files in database submission

Raw paired end fastq files, macs2 raw .broadpeak files, and annotated peak files in .txt format have been deposited.

Genome browser session

(e.g. [UCSC](#))

Did not use -- TDF and bam files for browsing are provided in the link

## Methodology

Replicates

One technical and one biological replicate; comparison of replicates shown in Figure 6 supplement

Sequencing depth

We targeted 20-25 million reads per condition on the 150bp paired-end sequencer (~about 1-2x coverage per condition).

Antibodies

We used anti-strep coated magnetic beads: <https://www.iba-lifesciences.com/strep-tactin-magnetic-microbeads/6-5510-050>

Peak calling parameters

macs2(version: macs2 2.2.7.1) peak calling. Parameters: callpeak -t WT\_1M\_LIN9\_IP.bam -c WT\_1M\_mock\_IP.bam --broad -g hs --broad-cutoff 0.1 -f BAMPE -n 1MStrepLin9KJ s

Data quality

We report number of peaks greater than 4.7-fold enrichment in figure 6C and Supp Figure 6C showing the comparison across all replicates.

Software

bwa-mem 0.7.17, MACS2 2.2.7.1, Nuctools (unknown version), samtools 1.5, bedtools 2.26.0 J

How the deposited data were processed for this re-analysis (not part of the article)

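The data are 22 libraries of MNase-digested chromatin from HCT116 and HCT116-LIN37-/- cells: Strep-Tactin precipitations, their inputs and mock precipitations from cells transfected with empty vector. Peak lists of 8 precipitations were analysed. These are 3 wild-type and 3 HCT116-LIN37-/- libraries with Strep-LIN9 from cells treated with 10 µM Nutlin-3a for 48 h, 1 library with Strep-LIN9 4x from arrested cells and 1 library with Strep-LIN9 from cycling cells. Replicates 1 and 3 of a genotype were digested with 5 U of MNase, and replicate 2 is a technical replicate of replicate 1 digested with 1 U, so that n = 3 libraries stand for 2 biological replicates. Of the other libraries, 2 mock precipitations carry labels that contradict each other and were given no condition. The inputs, the mock precipitations, the second cycling precipitation and the Strep-LIN9 4x precipitation from HCT116-LIN37-/- cells were not analysed here.

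The authors aligned read pairs to hg38 with bwa-mem 0.7.17, filtered them with samtools 1.5 and called broad peaks with MACS2 2.2.7.1 in paired-end mode at a broad cutoff of 0.1, with a mock precipitation as the control. Which mock precipitation served for the Strep-LIN9 4x list is not given in the sources used here. Peaks were called for each library and not on pooled reads. In the deposited peak lists the ratio is the fold enrichment of the precipitation over the mock precipitation, as the mean over a broad peak. The authors' −log10 p-value and −log10 q-value are also means over the peak, and the score is 10 times the −log10 q-value, taken down to a whole number. For 7 of the libraries (not wild-type replicate 1) the authors also list top peaks with gene names, marks for some peaks and the signal of each peak as a pileup of fragments. These units were checked on the values of each list before use.

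Fold enrichment was used as the authors give it, within a library. Peaks on chromosomes 1 to 22, X and Y were kept. A peak was above the threshold when its fold enrichment was above 4.7, the authors' own value. DREAM genes, their TSS, strand, cell cycle phase, CHR and E2F elements and scores were taken from the study's Source Data, which lists 1689 names. Of these, 7 had no usable position or strand and were left out, which leaves 1682, and 19 names share a current gene symbol with another name and were counted as listed. A gene was counted when a peak above the threshold overlapped the 1000 bp on either side of the TSS by at least 1 bp. Where several peaks did, the one with the highest fold enrichment gave the position. Positions run along the direction of transcription, with negative values upstream of the TSS. The sign of the element offsets was settled on the hg38 sequence. The 20007 protein-coding genes and the exons come from GENCODE release 44. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0 with samtools 1.23.1, and matplotlib 3.10.9, with the random seed 20220.

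Peak lists give no read totals, so the depth of a library was judged from its list: the number of peaks, the smallest −log10 p-value and the median −log10 p-value of peaks between 4.0- and 6.0-fold, which grows with the number of fragments at a given enrichment. This median also depends on the smallest −log10 p-value listed. For some libraries the median pileup of the authors' top peaks in this range was given beside it. Shares of peaks are given with 95% Wilson intervals, which cover counting error within a library only.

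Within a library, the DREAM share of peaks above and below the threshold was compared by Fisher's exact test (two-sided), and the fold enrichment of peaks at DREAM genes and elsewhere by a permutation test of the difference of medians with 100000 resamples, in which 1e-05 is the smallest permutation p. The share of midpoints downstream of the TSS was set against 50% by an exact binomial test. Lists of genes from a pair of libraries were compared by a one-sided exact test over the 1682 DREAM genes. Gene classes and 10 gene lists were tested in each library against the other DREAM genes by Fisher's exact test with Benjamini-Hochberg adjustment. The lists cover the kinetochore and centromere, the spindle and cytokinesis, mitotic kinases, cyclins and the anaphase-promoting complex, chromosome structure, DNA replication, DNA repair, the genes of MuvB, E2F, MYB and FOXM1, histone genes, p53-activated genes and housekeeping genes. Genotypes were compared on 1 value per library by an exact permutation test over the 6 libraries, whose smallest p is 0.1 and which takes the technical replicate as a library of its own, and on the genes shared by the libraries of a replicate number by sign-flip permutation across genes. Relations of fold enrichment with the scores of the study's list were tested as Spearman correlations with permutation p-values adjusted over 18 relations. An adjusted p under 0.05 was taken as past the threshold of a test. Single libraries, such as those of Strep-LIN9 4x and cycling cells, have no replicate spread, and tests on their peaks compare libraries.

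The alternatives tried were thresholds of 4.0- and 6.0-fold, TSS regions of 500 and 2000 bp, a q-value under 0.001, DREAM genes with a binding score of at least 5 only, the peak midpoint in place of any overlap, 1 gene per peak, gene bodies or the authors' gene names in place of TSS regions, and merged gene symbols. For positions they were also the union of peaks, the peak nearest to the TSS, the genes found in each of the 6 libraries, a replicate block and each library left out in turn. The gene lists were also tested in the other wild-type libraries and on a narrower background, the correlations over all peaks, and the fold enrichment on the log2 scale. Libraries of unequal length were also compared on the same number of top peaks.

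The genes named were set by a rule: CCNB2, FOXM1, ORC6 and TTK, for which the study shows tracks or reconstituted the promoter, the MuvB, E2F, MYB and FOXM1 genes with a peak, the 10 DREAM genes of highest fold enrichment in replicate 1 of each genotype among those above the threshold in its 3 libraries, the DREAM genes above the threshold with Strep-LIN9 4x or in cycling cells, the 5 highest peaks outside DREAM TSS regions in replicate 1 of each genotype, with Strep-LIN9 4x and in cycling cells, and up to 4 examples per gene list. Other names were chosen after their values were seen and are given as such.

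The assignment of peaks was tested on simulated data, in which peaks planted at 200 of the 1682 DREAM genes were recovered at 100% of them, 195 with the planted edge, and a planted change of −100 bases was returned as −100 bases. The planted peaks lay across the TSS and well above the threshold, so their recovery checks the computation and not the finding of weak or distant peaks. Among 400 simulated comparisons without a difference, 5% had a permutation p under 0.05. These compared small groups of equal size drawn from a normal distribution, unlike the unequal groups of peaks tested here.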

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

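All tests of the LIN9 and TTK peaks were chosen only after these peaks had been seen. Peaks with fold enrichment over the mock control, at places that the paper's text does not report on, lay in exons of LIN9 and at the TTK promoter. The highest LIN9 exon peak was 7.98-fold in wild-type replicate 1, 35.4-fold in replicate 2 and 7.36-fold in replicate 3, 19.9-, 21.6- and 15.9-fold in HCT116-LIN37-/- replicates 1, 2 and 3, 10.4-fold with Strep-LIN9 4x and 13.7-fold in cycling cells. The TTK peak was 67.1-fold in wild-type replicate 3, 144-fold in HCT116-LIN37-/- replicate 3 and 28.0-fold with Strep-LIN9 4x, the highest of all peaks in each of these libraries, against 15.0- and 29.3-fold for the next DREAM peak in the 2 arrested libraries with Strep-LIN9.

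Binding of MuvB at TTK, the biological explanation, stays open as the source of these 3 peaks. Only 1 of the other 4 arrested libraries with Strep-LIN9 had TTK above the threshold (wild-type replicate 2, 6.02-fold). Many DREAM genes pass in few libraries, since 367 passed in at least 1 wild-type library and 55 in all 6, so this count cannot decide it. That TTK peak and the 3.21-fold peak of wild-type replicate 1, which have other ends, leave binding at TTK itself open. DNA from a plasmid or clone stays open as a hypothesis: in the 7 libraries other than HCT116-LIN37-/- replicate 3, 100% of the 11 LIN9 peaks above the threshold and away from the promoter overlapped an exon, although exons cover 5.64% of the gene, and 10 had both ends within 5 bases of a coding exon's end, which is consistent with DNA of the transfected LIN9 cDNA. These peaks lie at only 3 places of the gene, 2 of the 3 LIN9 peaks of HCT116-LIN37-/- replicate 3 (5.22- and 4.98-fold) overlap no exon, and the construct carries the mouse ORF, whose likeness to the human exons was not tested. The TTK peak ended at base 80005282 of chromosome 6 in each of the 3 libraries, whereas 1.72% of the 58 other pairs of DREAM peaks shared by wild-type and HCT116-LIN37-/- replicate 3 had the same end, which is consistent with a cloned fragment of the TTK promoter. The TTK region that the study describes as cloned is shorter than the peak of 1200 bases, so the source of such a fragment stays open, and no biological explanation was tested for the LIN9 exons.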

How the results depend on the processing

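Chosen only after the data were seen were 1 gene per peak for peak positions, merged gene symbols, and the comparisons of Strep-LIN9 4x and cycling cells with arrested libraries other than wild-type replicate 1. The other alternatives were set before the data were examined. Of 612 alternative values for 98 results, 552 kept their direction and side of the threshold or stayed within the bounds set for them, 24 moved, 19 lost and 8 gained a call, and 9 turned. TSS regions of 500 or 2000 bp, a q-value under 0.001 and the peak midpoint in place of overlap left each of the 49 results they apply to on its side of the threshold or within its bounds, although at q under 0.001 the gap in DREAM share above and below the threshold went from 49.4 to 22.6 percentage points in wild-type replicate 1, from 30.9 to 51.1 in replicate 3 and from 1.77 to 0.934 in HCT116-LIN37-/- replicate 3. For the changes given here the cause was not tested. No read totals were used. The smallest −log10 p of a listed peak ran from 2.44 in HCT116-LIN37-/- replicate 3 to 5.23 in cycling cells, and how far depth sets this limit was not tested.

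The number of DREAM genes above 6.0-fold was 129 and 52 in wild-type replicates 1 and 3 and 113, 181 and 89 in HCT116-LIN37-/- replicates 1, 2 and 3. In HCT116-LIN37-/- replicate 3 it was 486 above 4.0-fold, 148 with a binding score of at least 5, 591 by gene bodies and 94 by the authors' names. With Strep-LIN9 4x it was 4 above 4.0-fold, 7 by gene bodies and 5 by the authors' names, and in cycling cells 1 by gene bodies and 1 by the authors' names.

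Above 6.0-fold, the fold difference between DREAM and other peaks lost its call in wild-type replicates 1, 2 and 3 (0.106, 0.529 and 0.556), HCT116-LIN37-/- replicate 2 (0.0295) and Strep-LIN9 4x (20.8), and for Strep-LIN9 4x it was −0.145 above 4.0-fold. The DREAM share of Strep-LIN9 4x peaks passed the test above 6.0-fold (19.6 percentage points over weaker peaks). Above 4.7- and 6.0-fold the Strep-LIN9 4x values rest on 1 DREAM peak, that of TTK, which the authors mark as an artifact, so no call of these 2 results, lost or gained, has more than this peak behind it. Wild-type replicate 3 minus cycling cells lost its call above 4.0-fold (8.99 percentage points). HCT116-LIN37-/- replicate 3 minus Strep-LIN9 4x was −12.6 percentage points above 6.0-fold, and over the same number of top peaks, from lists of very different length, it was 32.9 and, minus cycling cells, 68.8 percentage points, both past the test.

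Among the gene classes, as percentage points over the other genes, G1/S was 4.47 in wild-type replicate 2, 1.32 in replicate 3, 1.21 for genes of all 3 libraries and 6.93 with a binding score of at least 5, no longer past the test. Other cell cycle genes were −9.28, −5.04 and −4.63 in replicate 2, replicate 3 and all 3, also no longer past it. Genes with only an E2F element came to pass it in replicate 3 (−4.33), in all 3 (−3.85) and with a binding score of at least 5 (−10.5), where genes with both elements lost their call (11.5). MuvB and E2F genes passed in replicate 2 (26.1), with LIN9 itself counted among them. Histone genes turned to 15.6, 0.130 and 0.681 in replicate 2, replicate 3 and all 3, and p53-activated genes turned to −6.14 in replicate 3 and −5.60 for all 3. Replication lost its call in replicate 3 (0.130), all 3 (0.681) and at a binding score of at least 5 (13.7), and repair in replicate 3 (4.50) and all 3 (5.05). Over all peaks, the Spearman correlation of fold enrichment with LIN37-dependent repression in HCT116-LIN37-/- replicate 1 passed the test (−0.20).

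Leaving out 1 library at a time, HCT116-LIN37-/- minus wild-type ran from −51 to 67.5 DREAM genes (7.67 with all), turning without wild-type replicate 3 (−51) or HCT116-LIN37-/- replicate 2 (−21.3). It ran from −338 to −130.3 bases for the upstream edge, 16.3 to 26.0 percentage points for the upstream reach, −9.02 to −8.02 for midpoints downstream, −48.5 to −24.2 bases for the midpoint and 56.7 to 437 bases for the width. The lowest of these widths and the smallest change of the edge are those without HCT116-LIN37-/- replicate 3.

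With the replicate number as a block, exact sign-flip p was 0.25, the smallest possible, for the edge (−250.3 bases), the reach (21.0 percentage points) and midpoints downstream (−8.46), 0.5 for the midpoint (−34.9 bases), 0.75 for the width (278 bases) and 1 for the number of genes (7.67). Libraries of a number have the same MNase level, and whether they were made together is not stated. At 55 shared genes, deviations of peak position and width from the genotype mean were correlated between libraries of a number. The Spearman correlations were −0.35 to −0.04, which shows no pairing. Deviations from a mean of 3 libraries depend on each other, so this check cannot exclude one.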

Differences from the paper's values

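Only the largest relative differences in the number of DREAM genes are followed up below. Smaller ones include 218 here against the paper's 177 in wild-type replicate 1. In replicate 2 it was 340 against about 240, read by eye. With Strep-LIN9 4x, 1 DREAM gene was above the threshold here, against the paper's 4. Of the alternatives set before the data were examined, a threshold of 4.0-fold (4 genes) and the authors' gene names (5 genes) come near the paper's count. A threshold of 6.0-fold, TSS regions of 500 and 2000 bp, a q-value under 0.001, a binding score of at least 5, the peak midpoint and 1 gene per peak (1 gene each) and gene bodies (7 genes) do not, nor does the merging of symbols, chosen after seeing the values (1 gene). The authors' list for Strep-LIN9 4x names CMSS1, HMGB1, MTHFD1L, CSPP1 and TBC1D31, whose peaks of 5.50-, 5.16-, 5.01-, 4.84- and 5.01-fold lie in introns, 54.3, 25.9, 128, 22.2 and 100.0 kb from the TSS. The 4 genes above 4.0-fold are other genes (TTK, CEP152, GOLT1B and RECQL), so an equal count is not the same set of genes.

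In HCT116-LIN37-/- replicate 3, 226 DREAM genes were above the threshold here, against the paper's value of about 93 in Supplementary Fig. 6b, read by eye. A threshold of 6.0-fold (89 genes) and the authors' gene names (94 genes) come near it in number. A threshold of 4.0-fold (486), TSS regions of 500 bp (220 genes) and 2000 bp (247), a q-value under 0.001 (226), a binding score of at least 5 (148), the peak midpoint (192), 1 gene per peak (195) and gene bodies (591) do not, nor do merged symbols, chosen after seeing the values (224). The authors' list for this library holds 319 peaks, of which the lowest has 6.20-fold enrichment.

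In cycling cells, 0 DREAM genes were above the threshold here, against the paper's value of about 1 in Fig. 6c, read by eye. Gene bodies (1 gene, LIN9) and the authors' gene names (1 gene, CCNY) reach it, each by a different gene. Thresholds of 4.0- and 6.0-fold, TSS regions of 500 and 2000 bp, a q-value under 0.001, a binding score of at least 5, the peak midpoint and 1 gene per peak do not (0 genes each), nor do merged symbols, chosen after seeing the values (0 genes). The CCNY peak is 4.42-fold, in an intron 212 kb from the TSS.

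The paper states that the enriched nucleosomes do not overlap the E2F and CHR elements. The called broad peaks, which can hold several nucleosomes, covered the CHR at 59.0%, 82.8% and 58.3% of the DREAM genes in wild-type replicates 1, 2 and 3, and the midpoint lay downstream of the CHR at 83.1% of them in replicate 1. Fig. 6d places the CHR of CCNB2 upstream of the TSS, whereas with the TSS of the study's list the element lies 33 to 38 bases downstream on the genome. The labels of the FOXM1 elements match.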

Other observations

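The comparison of element coverage between genotypes, the comparison at shared genes with a CHR, and the list of peaks marked as artifacts were chosen only after the data were seen, as were the tests of promoters as the source of a long list and of HCT116-LIN37-/- replicate 3 as the sole origin of a shift. Genes with LIN9 peaks lost more of their repression without LIN37 than the other genes of the list. The groups were not matched for DREAM binding score, cell cycle phase or element. In wild-type replicate 1 the median binding score was 9 for genes above the threshold and 4 for the others. The study's list gives, for 1292 genes, the log2 difference in the response between rescued and HCT116-LIN37-/- cells, with values below 0 where repression was lost without LIN37. Its median was −1.03 for the 164 genes above the threshold in wild-type replicate 1 and 0.06 for the other 1128. In replicates 2 and 3 it was −0.91 and −1.21 against 0.07 and 0.05, and in HCT116-LIN37-/- replicates 1, 2 and 3 it was −0.72, −0.65 and −0.71 against 0.06 in each (permutation p = 1e-05 in each of the 6 libraries, the smallest that the permutations can give). Among genes above the threshold, stronger enrichment went with stronger loss of repression in wild-type replicate 2 (Spearman −0.21, permutation test, adjusted p = 0.00175), replicate 1 (−0.19, 0.0208) and HCT116-LIN37-/- replicates 2 (−0.32, 6e-05) and 3 (−0.38, 9e-05), and not past the test in wild-type replicate 3 (−0.03, 0.814) and HCT116-LIN37-/- replicate 1 (−0.17, 0.0697). Genes that share a peak are not independent in these tests.

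Histone genes were above the threshold at 5, 17 and 3 of 48 in wild-type replicates 1, 2 and 3 and at 15, 17 and 5 in HCT116-LIN37-/- replicates 1, 2 and 3. Against the other DREAM genes this passed the exact test in wild-type replicate 2 (adjusted p = 0.0229) and HCT116-LIN37-/- replicates 1 (8.2e-05) and 2 (0.00253), and the difference between genotypes was not tested. Neighboring histone genes share peaks, so these tests count the same peak more than once. The 13.7-fold peak of wild-type replicate 2 counts for H3C15, H2AC19 and HIST2H2BC. In HCT116-LIN37-/- replicate 1 a 10.3-fold peak counts for H2AC13, HIST1H2BL and HIST1H3H. H3C14 and H3C15, which encode histone H3, were above the threshold in each of the 6 libraries, at 12.1- and 15.6-fold in wild-type replicate 1 and 8.18- and 8.00-fold in HCT116-LIN37-/- replicate 1. Outside the DREAM TSS regions, peaks at the same places recurred across libraries, such as those on chromosome 14 at 105491315 (18.0-fold in wild-type replicate 1 and 8.53-fold in replicate 3), on chromosome 19 at 45927896 (10.0- and 11.4-fold) and on chromosome 2 at 231680082 (9.21-fold in wild-type replicate 3, with 9.27- and 13.3-fold in HCT116-LIN37-/- replicates 1 and 2).

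The called peak covered the CHR at 59.0, 82.8 and 58.3% of genes in wild-type replicates 1, 2 and 3 and at 91.2, 89.3 and 87.4% in HCT116-LIN37-/- replicates 1, 2 and 3. The mean share of genes was 66.7 ± 13.9% in wild-type and 89.3 ± 1.91% in HCT116-LIN37-/- libraries, and each HCT116-LIN37-/- value was above each wild-type value (SD, n = 3 libraries, 2 of them biological replicates; exact permutation p = 0.1, the smallest that 3 against 3 allow with the technical replicate taken as a library of its own). For the E2F element the shares were 67.2 ± 7.64% and 83.1 ± 6.42% (SD, n = 3; exact permutation p = 0.2). Of the 50 shared genes with a CHR in replicate 1, 16 had it covered only in HCT116-LIN37-/- cells and 1 only in wild-type cells (exact binomial test, adjusted p = 0.000732). In replicate 2 the counts were 5 and 1 of 91 (exact test, adjusted p = 0.219), and in replicate 3 they were 12 and 0 of 34 (exact test, adjusted p = 0.000732).

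The peaks of each HCT116-LIN37-/- library had a median upstream edge further upstream than those of each wild-type library. The tables argue against peaks counted for more than 1 DREAM gene as the whole cause. With 1 gene per peak the difference of the mean edges was −221 bases. The HCT116-LIN37-/- edges (−117, −198 and −485 bases) stayed below those of wild-type cells (−24.5, −92 and −21 bases). Only genes of the DREAM list were given peaks in this comparison, so it cannot decide on peaks of divergent neighbors outside the list. A wider calling of stronger peaks stays open: at genes whose −log10 p was lower or equal in HCT116-LIN37-/- cells the edge moved by −20, −7 and −1112 bases in replicates 1, 2 and 3 (middle value −20), but −log10 p is a mean over the peak and falls as a call widens, so this choice of genes decides nothing. The wide calls of HCT116-LIN37-/- replicate 3 stay open too, since without replicate 3 the difference was −112 bases, from 1 biological replicate per genotype, and technical replicates 1 and 2 differ by 98 bases in wild-type and 109 bases in HCT116-LIN37-/- cells. An upstream shift of MuvB without LIN37 therefore remains an untested explanation. At shared genes the peak width changed by −28.5 and 6 bases in replicates 1 and 2, and neither change passed the test across genes.

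The list of HCT116-LIN37-/- replicate 3 holds 230924 peaks, against 652 to 4163 in the other arrested libraries with Strep-LIN9. Of its 8523 peaks above the threshold, 5.01% lay at the TSS of a coding gene, against 80.2% in wild-type replicate 1 and 33.1% in replicate 3. This argues against LIN9 at many more promoters as the source of most of these 8523 peaks. Outside DREAM TSS regions the share at the TSS of another coding gene was 2.92%, 1.91 times the 1.53% of randomly placed peaks. The other 222401 peaks were not tested in this way. More promoters with LIN9 are not excluded, as a share falls when other peaks are added. Peaks above the threshold at coding TSSs numbered 427, against 210 in wild-type replicate 1 and 367 in HCT116-LIN37-/- replicate 2. A candidate explanation that stays open is a difference in GC bias between precipitation and control: 5000 of its peaks of up to 4.7-fold had a median GC content of 49.8%, 10.2 percentage points above random windows of the same widths (39.6%). The test does not separate such a bias from other GC-rich regions.

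Besides LIN9 and TTK, the authors' lists mark 8 peaks as artifacts. Those that overlap exons are at LIN37 (6.81-fold, chromosome 19 from 35752921 to 35753184, where ENSG00000188223 overlaps it) and RBL2, which encodes p130 (5.08-fold), in wild-type replicate 3, CDK2 (8.38-fold) and CCND1 (5.48-fold) in wild-type replicate 2, and MYBL2 (8.12-fold) and PARP2 (15.6-fold) in HCT116-LIN37-/- replicate 3. The other 2, in HCT116-LIN37-/- replicate 3 on chromosome 16 at 90185312 (12.0-fold) and chromosome 3 at 193676677 (8.79-fold), overlap no coding exon. The LIN9 peaks are marked in 5 of the 7 lists, and the TTK peak only in that of Strep-LIN9 4x.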
